# Exploring the Effects of Rearing Densities on Epigenetic Modifications in the Zebrafish Gonads

**DOI:** 10.3390/ijms242116002

**Published:** 2023-11-06

**Authors:** Alejandro Valdivieso, Marta Caballero-Huertas, Javier Moraleda-Prados, Francesc Piferrer, Laia Ribas

**Keywords:** stress, gonad, sex, methylation, masculinization, rearing

## Abstract

Rearing density directly impacts fish welfare, which, in turn, affects productivity in aquaculture. Previous studies have indicated that high-density rearing during sexual development in fish can induce stress, resulting in a tendency towards male-biased sex ratios in the populations. In recent years, research has defined the relevance of the interactions between the environment and epigenetics playing a key role in the final phenotype. However, the underlying epigenetic mechanisms of individuals exposed to confinement remain elucidated. By using zebrafish (*Danio rerio*), the DNA methylation promotor region and the gene expression patterns of six genes, namely *dnmt1*, *cyp19a1a*, *dmrt1*, *cyp11c1*, *hsd17b1*, and *hsd11b2*, involved in the DNA maintenance methylation, reproduction, and stress were assessed. Zebrafish larvae were subjected to two high-density conditions (9 and 66 fish/L) during two periods of overlapping sex differentiation of this species (7 to 18 and 18 to 45 days post-fertilization, dpf). Results showed a significant masculinization in the populations of fish subjected to high densities from 18 to 45 dpf. In adulthood, the *dnmt1* gene was differentially hypomethylated in ovaries and its expression was significantly downregulated in the testes of fish exposed to high-density. Further, the *cyp19a1a* gene showed downregulation of gene expression in the ovaries of fish subjected to elevated density, as previously observed in other studies. We proposed *dnmt1* as a potential testicular epimarker and the expression of ovarian *cyp19a1a* as a potential biomarker for predicting stress originated from high densities during the early stages of development. These findings highlight the importance of rearing densities by long-lasting effects in adulthood conveying cautions for stocking protocols in fish hatcheries.

## 1. Introduction

Rearing density holds significant importance in aquaculture, as it directly impacts fish welfare, thereby influencing overall profitability. Inappropriate stocking densities can induce stress, leading to physiological disruptions that pose a threat to fish physiology [1,2]. Persistent exposure to chronic stressors, such as high population density, can increase susceptibility to diseases, deplete energy resources, decrease growth performance, as well as muscle and bone quality, and antioxidative capacity, and, ultimately, reduce overall performance [3,4]. The ‘General Adaptation Syndrome’ is the widely accepted concept of stress and consists of three phases [5,6]. Firstly, there is a physiological state of ‘alarm’, characterized by the production of adrenaline and cortisol. Secondly, if the stressor persists, the organism attempts to adapt and defend itself, entering a state of resistance. Finally, if the stress continues beyond the organism’s coping abilities, it enters an exhaustion phase, which may lead to irreversible dysfunction or even death [7].

Stress is defined as a coordinated series of behavioral and physiological responses to any appreciable challenge to homeostasis or allostasis [8]. As in other vertebrates, fish respond to environmental challenges with a series of adaptive neuroendocrine adjustments that are collectively termed ‘the stress response’, which in the short-term could be beneficial but a prolonged activation of the stress response may lead to immunosuppression, reduced growth, and reproductive dysfunction [9]. These deregulations in the reproductive axis are key in the development of the gonads in species in which the environment influences sexual determination [10].

The stress response is connected to the reproductive system by the brain–pituitary–gonadal axis in which neuro-endocrine interactions control multi-directionally the fish physiology [11,12,13]. In many fish species, the final sex of an individual is determined by genetic and environmental factors [14]; therefore, stress needs to be considered when studying sexual development. During sex differentiation, environmental factors have the potential to influence and modify sexual phenotypes. Therefore, genes and diverse factors in their habitat are responsible for defining the fate of differentiating gonads towards an ovary or a testis. The most well-documented abiotic factor in many fish species is temperature, responsible for masculinizing fish populations [15,16]. In contrast, a limited number of studies have investigated the impact of rearing density on the final sexual phenotype [17]. For instance, this is the case with the paradise fish (*Macropodus opercularus*) [18], some coral reef fish species (e.g., *Centropyge potteri* and *Labroides dimidiatus*) [19,20], the European and American eels (*Anguilla anguilla* and *Anguilla rostrata*) [21,22,23], the European sea bass (*Dicentrarchus labrax*) [24,25], and the zebrafish (*Danio rerio*) [26,27].

Zebrafish has become a model organism in many research areas from biomedical, developmental biology, and toxicology to aquaculture-related research [28,29,30]. Although zebrafish is a freshwater fish, its advantages make it an appropriate species for studying reproduction-related problems observed in marine fish farming [30]. Nevertheless, zebrafish presents some disadvantages as an animal model, for example, the inability to collect blood from it due to its small size or the fact that its genome is almost double the size (1412 Mb) that of other fish models like medaka (*Oryzias latipes*, 800 Mb) [29]. Zebrafish is a gonochoristic species of an undifferentiated type [31,32]. The initial indication of gonadal differentiation in zebrafish occurs approximately 10 days post-fertilization (dpf), triggering the onset of a critical period during which the gonadal fate can be influenced by environmental cues. While the duration of gonadal differentiation may vary among individuals, it is typically fully accomplished by around 50 dpf [33,34,35].

Wild zebrafish populations possess a chromosomal sex-determination system, while some ‘laboratory’ populations, due to artificial selection, are characterized by a polygenic sex-determining system, both of them environmentally influenced [36,37,38]). Environmental factors able to modulate sexual phenotype and, consequently, skew sex ratios in zebrafish are temperature [27,39,40], hypoxia [41], nutritional resources [42], infection [43,44], and density levels [45,46]. To enhance the accuracy of rearing protocols and prevent the phenomenon of masculinization caused by rearing density effects, a more precise investigation into the critical window of sex differentiation in zebrafish is imperative. Previous studies conducted by Ribas et al. [45,46] predominantly encompassed the entirety of larval development, spanning from 6 to 90 dpf. However, to establish a more refined rearing protocol and gain deeper insights, it is recommended that the focus is placed on the specific time frame of sex differentiation, which occurs between 15 and 45 dpf in zebrafish.

For more than a decade, aquaculture-related researchers have manifested the role of epigenetics in environmental conditions to better understand fish physiology to improve aquaculture production. Thus, searching for informative epimarkers is at the frontier of aquaculture-related research. The effects of temperature in altering DNA methylation levels in some canonical sex-related genes associated with the masculinization of the population have been shown in many farming fish species: in the European sea bass [47,48,49], Nile tilapia (*Oreochromis niloticus*) [50,51], turbot (*Scophthalmus maximus*) [52], half-smooth tongue sole (*Cynoglossus semilaevis*) [53], and the Japanese flounder (*Paralichthys olivaceus*) [54].

In zebrafish, exposure to high temperatures during sex differentiation has been shown to engender changes in DNA methylation on genes involved in reproduction and stress, with these changes in levels associated with the masculinization of the populations [38]. Based on these substantial differential changes, specific epigenetic markers (i.e., CpGs) have been used to predict the sex and the past-thermal events that occurred during the early stages of gonad development [55]. Moreover, in a multigenerational experiment, hypomethylation of the testicular epigenome in the unexposed first-generation offspring derived from the heat-exposed parents was observed [56]. These results confirmed that environmental disturbances may involve an epigenetic memory in which molecular biomarkers can be valuable toolkits for better understanding the environmental cues that alter phenotypes during early development.

The present study aimed to identify putative epigenetic biomarkers able to predict past stress events caused by rearing density. To this end, we used a locus-specific approach to evaluate the DNA methylation of genes involved in (1) epigenetics: DNA methyltransferase 1 (*dnmt1*), the enzyme responsible for re-establishing the methylation landscape in the cell [57]; (2) reproduction: cytochrome P450, family 19, subfamily A, polypeptide 1a (gonadal aromatase, *cyp19a1a*), the enzyme that converts androgens to estrogens [58], and the doublesex and mab-3-related transcription factor 1 (*dmrt1*), a key regulator of sex determination of testis development [59], and (3) stress: cytochrome P450 family 11 subfamily b member 1 (*cyp11c1*), the enzyme involved in the conversion of testosterone to cortisol [60], hydroxysteroid (17-beta) dehydrogenase 1 (*hsd17b1*), the enzyme involved in estrogen production [61], and hydroxysteroid dehydrogenase type 2 (*hsd11b2*), which converts cortisol into its inactive form [62]. To complete the study, the expressions of these six genes were analyzed to determine their relationship with DNA methylation. In addition, to shed light on the density effects on the rearing protocols in the zebrafish facilities, the identification of the sensible window that skews sex ratios towards males during sex differentiation was assessed.

## 2. Results

### 2.1. Effects of Elevated Density on Sex Ratio and Growth

Results showed that rearing density had a substantial effect which was dependent on the exposure period to which larvae were subjected (Table S1). Comparing the effect of density levels (9 and 66 fish/L) in the 7–18 dpf group, we did not find differences in the proportion of males (Figure 1A). However, the impact of the 66 fish/L density level was significant when the treatments were performed during 18–45 dpf (Figure 1B, χ^2^ = 13.9378, *p* = 0.000189). In this second period, the overall percentage of males from the six families increased from (mean ± SD) 55.22 ± 9.10% at 9 fish/L to 67.54 ± 14.62% at 66 fish/L. However, when analyzing the effects of masculinization engendered by density at the individual family level, only Family #6 showed a significant increase in males (Figure 1C). In fact, with respect to this family, both periods were studied alongside the resulting masculinization in the 7–18 dpf (χ^2^ = 6.7267, *p* = 0.009498) and the 18–45 groups (χ^2^ = 3.9563, *p* = 0.046697), confirming previous results of family-specific responses. Because we did not have equal representation of all the families tested in the control and in the 18–45 dpf group, and, in the latter, only one of the six families demonstrated clearly the effects of masculinization caused by density, we investigated the masculinization effects of elevated density through a GLMM. Results showed that density had a significant effect on the masculinization rate (*p* < 0.001) (Table 1). Based on the prediction fit of the GLMM analysis, we plotted the expected masculinization in the populations of zebrafish according to the density level (Figure 1D).

Growth was inversely related to the rearing density, with sex-related differences (Figure 2 and Table S2). Weight (mean ± SEM) in females remained unaffected (0.40 ± 0.02 g and 0.39 ± 0.01 g for 9 and 66 fish/L, respectively) in both periods of treatment, while males exposed to 66 fish/L showed a significant (*H* = 44.38, d.f. = 1, *N* = 412, *p* < 0.001) reduction (0.23 ± 0.01 g) when compared to males from the control treatment group (0.31 ± 0.01 g) during 18 to 45 dpf treatment (Figure 2A,B). Elevated density during the 18 to 45 dpf significantly decreased length in both sexes (*H* = 4.60, d.f. = 1, *N* = 224 and *H* = 44.37, d.f. = 1, *N* = 412 with *p* < 0.05 and < 0.01 for females and males, respectively); however, such an effect was not recorded during the 7–18 dpf (Figure 2C,D).

### 2.2. Methylation Patterns in Mature Gonads

For further methylation analysis, the second period was chosen due to the observed masculinization and growth results, which were not evident during the first period. Thus, ten males and females of the family #4 from the 18–45 dpf group were selected. 

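DNA methylation was measured by Methylation Bisulfite Sequencing (MBS), in which sodium bisulfite converts unmethylated cytosines so that they are read as thymines, the target regions are amplified by PCR and the amplicons are sequenced. The gonads of 40 fish were analysed at 90 dpf in 4 groups of 10 each: ovaries and testes of fish reared at 9 fish/L, and ovaries and testes of fish held at 66 fish/L from 18 to 45 dpf. The results give family #4 for these fish and the methods give family #6. The sample labels name a HiSeq instrument and the methods a MiSeq instrument. According to Table S3, between 5418 and 86740 reads per fish were aligned for ovaries at 9 fish/L (median 44200.5), between 11431 and 90207 for ovaries at 66 fish/L (median 34282), between 12147 and 111023 for testes at 9 fish/L (median 52972.5) and between 41088 and 118330 for testes at 66 fish/L (median 72198.5). For each fish, the authors deposited a list of cytosines with their position on GRCz11, the numbers of methylated and unmethylated reads and the percentage of methylated reads. The 40 lists hold 7221 values, and 6387 of them lie inside the 6 amplicons. A value was used when its cytosine was covered by more than 5 reads, and the methylation level of a gene in a fish was the unweighted mean over these cytosines. Group values are means over the 10 fish with their SD. Densities were compared within each sex by a two-sided exact permutation test over all splits of the 20 fish. The sexes were compared by a two-sided permutation test with 100000 resamples that exchanged the sex labels within each density, and *p*-values were adjusted over the 6 genes by the Benjamini-Hochberg method. The choice that changed the levels most was the set of cytosines. Besides the 99 CpG sites that Table S5 counts for the 6 amplicons, the lists hold other cytosines inside the amplicons, most of them at low coverage. Levels are therefore also given over the Table S5 sites alone, taken as the deepest cytosines of each amplicon up to the number of CpG sites in that table. This smaller set was chosen after the values had been seen. PCR copies of a molecule cannot be told apart in these counts, so confidence intervals on read shares cover counting error only.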

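Raw read pairs per fish, as listed in Table S3, ranged from 18199 to 220432 for ovaries at 9 fish/L (median 120851), from 33131 to 176211 for ovaries at 66 fish/L (median 85629), from 19026 to 158612 for testes at 9 fish/L (median 98910.5) and from 55422 to 211645 for testes at 66 fish/L (median 106693). Summed over the 40 fish, these are 4245896 read pairs.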

The total number of raw paired reads obtained from sequencing was 4245.896 with a mean of 106.15 ± 48.33 per sample (Table S3). After trimming, the number of reads was 501.24 and 171.52 for females and males, respectively, from the 9 fish/L group and 262.97 and 109.02 for females and males, respectively, from the 66 fish/L density level (Table S3). 

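In Table S3, the column headed as retained reads adds up to 501244 and 171520 reads for the 10 females and the 10 males at 9 fish/L, and to 262968 and 109023 reads for those at 66 fish/L. The column headed as trimmed reads adds up to 686424 and 803515 reads for females and males at 9 fish/L, and to 676048 and 1035154 reads at 66 fish/L. In 40 of 40 fish the values of both columns sum to the raw read pairs. The alignment efficiency equals the aligned reads divided by the column of trimmed reads in 40 fish, while the aligned reads exceed the column of retained reads in 31 fish.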

Mapping efficiency was 68.07 ± 8.67% and efficiency conversion was 99.55 ± 0.08% from all samples (Table S3).

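By group, the alignment efficiency was 63.6% ± 7.37 (SD, n = 10) in ovaries at 9 fish/L, 61.6% ± 7.66 (SD, n = 10) in ovaries at 66 fish/L, 72.1% ± 5.04 (SD, n = 10) in testes at 9 fish/L and 75.0% ± 6.88 (SD, n = 10) in testes at 66 fish/L, with a lowest value of 50.1% and a highest value of 82.4% over the 40 fish. Nearly all aligned reads fell on the target regions: the summed depth of the 6 amplicons came to a median of 99.7% of the aligned reads of a fish, and to 99.1% in the fish with the lowest share.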

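The amplicons lie on 5 chromosomes of GRCz11 at the positions given in Table S5. The *dnmt1* amplicon spans 54352441 to 54352912 on chromosome 3 (minus strand) and holds 26 CpG sites. For the transcription factor gene *dmrt1*, the amplicon spans 44344542 to 44345024 on chromosome 5 (plus strand) with 24 CpG sites. The steroidogenic genes are all on minus strands. The *cyp19a1a* amplicon (aromatase) spans 39655109 to 39655578 on chromosome 18 with 15 CpG sites, that of *cyp11c1* spans 54645580 to 54645995 on chromosome 16 with 19 CpG sites, that of *hsd17b1* spans 17897321 to 17897746 on chromosome 3 with 6 CpG sites, and that of *hsd11b2* spans 34854510 to 34854994 on chromosome 7 with 9 CpG sites. Coverage differed between the amplicons. Over the 40 fish, the median coverage of a fish at these sites was 12838.5 reads for *cyp19a1a*, 9533.5 for *dnmt1*, 7384.5 for *hsd11b2*, 5994 for *cyp11c1*, 4971 for *hsd17b1* and 959 for *dmrt1*. The lowest coverage of *dmrt1* in a fish was 9 reads, in an ovary at 9 fish/L, and the lowest among the other genes was 37 reads, for *cyp19a1a* in a testis at 66 fish/L.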

We examined the DNA methylation in the promoter region of genes coding for four different steroidogenic enzymes (*cyp19a1a*, *cyp11c1*, *hsd17b1*, and *hsd11b2*), one transcription factor in sex-related development (*dmrt1*), and one DNA methyltransferase (*dnmt1*) and how the effects of elevated density during the period 18–45 dpf affected their methylation profile. Results showed that the high-density treatment (66 fish/L) caused an effect on the methylation of a single gene, *dnmt1*, with low methylation levels in the ovaries (~40%) compared to the ovaries of control fish (9 fish/L) (~60%). Nevertheless, the methylation level of this gene was very low in all the groups (<1%). 

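Over all listed cytosines, the *dnmt1* methylation level was 0.548% ± 0.229 (SD, n = 10) in ovaries at 9 fish/L and 0.315% ± 0.137 (SD, n = 10) in ovaries at 66 fish/L, a difference of −0.233 percentage points (exact permutation test, *p* = 0.0145, adjusted *p* = 0.087 over the 6 genes). Single ovaries ranged from 0.148% to 0.827% at 9 fish/L and from 0.158% to 0.598% at 66 fish/L, and 9 of the 10 ovaries at 66 fish/L were below the mean at 9 fish/L. Over the 26 Table S5 sites, the levels were 0.605% ± 0.263 (SD, n = 10) and 0.369% ± 0.174 (SD, n = 10), a difference of −0.236 percentage points (exact permutation test, *p* = 0.0315). The alternative that moved the difference most was to use no coverage minimum, which gave −0.591 percentage points with an adjusted *p* of 0.0299, within a range of adjusted *p* from 0.025 to 0.875 over 15 alternatives. The difference rested on a part of the site values. Of 260 values per group (26 sites in 10 fish), 30 were 1% or more in ovaries at 9 fish/L, spread over 9 fish, and 11 in ovaries at 66 fish/L, spread over 5 fish. The highest value was 15.9% at position 54352619 in the ovary G5 at 9 fish/L, where 1435 of 9042 reads were methylated (95% Wilson confidence interval 15.1% to 16.6%). When the median over the Table S5 sites was taken in each ovary in place of the mean, a measure chosen after the values had been seen, the level was 0.203% ± 0.0645 (SD, n = 10) at 9 fish/L and 0.226% ± 0.0460 (SD, n = 10) at 66 fish/L, a difference of 0.0227 percentage points in the other direction (exact permutation test, *p* = 0.399).

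**Figure D1:**
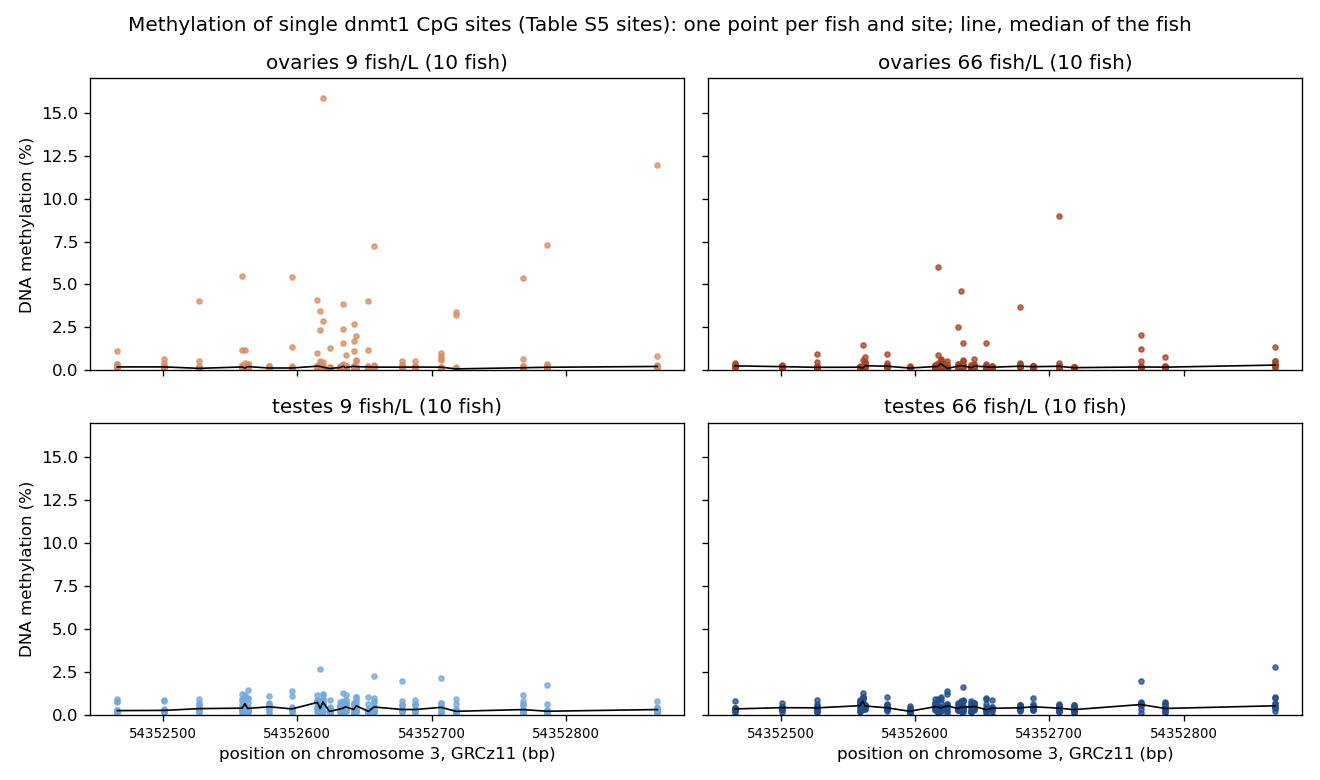
Methylation (%) of the 26 CpG sites of the *dnmt1* amplicon against their position on chromosome 3, with a point for each fish and site and a line through the median of the 10 fish of each group. The medians lie close to 0% in all 4 groups, and the points above 5% are in ovaries, up to 15.9% at 9 fish/L and 9.02% at 66 fish/L.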

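In testes, the *dnmt1* level over all listed cytosines was 0.455% ± 0.183 (SD, n = 10) at 9 fish/L and 0.427% ± 0.0820 (SD, n = 10) at 66 fish/L, a difference of −0.0278 percentage points (exact permutation test, *p* = 0.722). The fish with the highest level of all 40 was the testis G21 at 9 fish/L with 0.904%. Over the Table S5 sites it had 0.728%, and the highest fish was then the ovary G5 at 9 fish/L with 0.922%. Values of 1% or more at a site were found 21 times in testes at 9 fish/L and 11 times at 66 fish/L, the highest of them 2.67% (95% Wilson confidence interval 2.40% to 2.98%) and 2.77% (1.74% to 4.40%). At the coverage of these libraries, the smallest share that 3 methylated reads can show at a single *dnmt1* site was 0.489% in the testis with the lowest coverage. The levels are close to the share of cytosines left unconverted by the bisulfite treatment according to Table S3, which averaged 0.455% in ovaries and 0.445% in testes.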

The mean DNA methylation levels were significantly higher in testes for *cyp19a1a*, *cyp11c1*, *hsd17b1*, and *hsd11b2*, while the DNA methylation levels for *dmrt1* (*p* < 0.001) were lower when compared to ovaries at 90 dpf (Figure 3). These differences were due to sexual dimorphism, but the elevated density had no effect. Thus, sex-related differences in methylation were observed in all the six tested genes.

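In 4 of the 6 genes every testis lay outside the range of the ovaries, whichever set of cytosines was used. For *cyp19a1a*, the level over all listed cytosines was 30.6% ± 7.38 (SD, n = 20) in ovaries and 67.4% ± 5.77 (SD, n = 20) in testes, a difference of 36.8 percentage points. The testes were higher by 41.2 percentage points for *hsd17b1* (67.8% ± 8.46 against 26.6% ± 7.13) and by 38.5 for *hsd11b2* (57.3% ± 3.40 against 18.8% ± 5.48). For *cyp11c1* the levels were 73.8% ± 5.29 in testes and 54.7% ± 6.56 in ovaries, a difference of 19.1 percentage points, and 19 of 20 testes lay above the highest ovary. The level of *dmrt1* was 2.38% ± 0.985 in testes and 31.3% ± 7.79 in ovaries, a difference of −28.9 percentage points. Each of these 5 differences had *p* = 1e-05, the smallest value that 100000 resamples can give in the permutation test, and an adjusted *p* of 1.2e-05. The coverage behind the *dmrt1* values was low in ovaries at 9 fish/L, with a median of 69 reads per fish against 1022 at 66 fish/L. In testes the medians were 724 and 8797 reads. Among the other genes, only *hsd17b1* also had higher medians at 66 fish/L in both sexes (3328.5 and 5212.75 in ovaries, 3171 and 8912.25 in testes). Density and coverage thus go together for *dmrt1*, and a technical difference between the density groups cannot be excluded. Over the Table S5 sites, the levels of testes and ovaries were 92.7% and 37.6% for *cyp19a1a*, 90.5% and 68.9% for *cyp11c1*, 79.4% and 31.3% for *hsd17b1*, 90.8% and 28.7% for *hsd11b2*, and 2.41% and 31.3% for *dmrt1*, and all 20 testes were then separate from all 20 ovaries in these 5 genes. The listed cytosines outside the Table S5 sites read near 0% in most cases, which lowers the means over all listed cytosines. At *hsd17b1*, the methylation of testes at positions 17897380 and 17897597, chosen here after their values had been seen, differed between fish and summed to between 100% and 104% of the mean of the other 4 sites. Among 14 alternatives to the main procedure, the quasi-binomial model on pooled reads moved a difference most, to 57.9 percentage points for *cyp19a1a*.

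**Figure D2:**
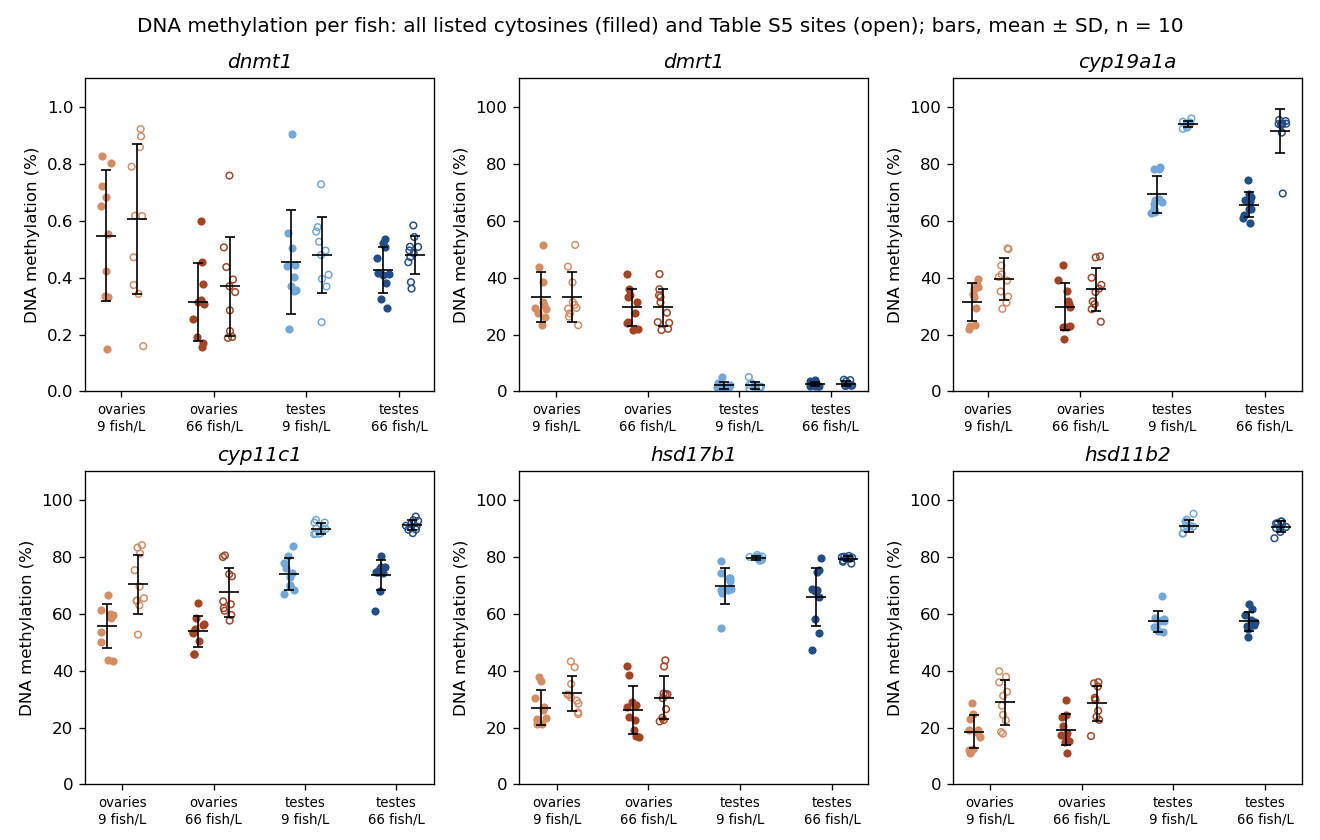
DNA methylation (%) of each gene in each fish, for ovaries and testes at 9 and 66 fish/L, over all listed cytosines (filled points) and over the Table S5 sites (open points), with the mean ± SD of the 10 fish per group. Testes lie above ovaries for *cyp19a1a*, *cyp11c1*, *hsd17b1* and *hsd11b2* and below them for *dmrt1*, and the *dnmt1* axis ends near 1%.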

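Between 66 and 9 fish/L, the levels of these genes differed by less than the spread between fish. In ovaries the difference was −3.58 percentage points for *dmrt1* (29.5% ± 6.60 against 33.1% ± 8.80, SD, n = 10; exact permutation test, *p* = 0.322), −1.83 for *cyp11c1* (*p* = 0.544), −1.72 for *cyp19a1a* (*p* = 0.61), −0.672 for *hsd17b1* (*p* = 0.837) and 0.725 for *hsd11b2* (*p* = 0.774), and each had an adjusted *p* of 0.837. In testes the difference was −3.89 percentage points for *hsd17b1* (65.9% ± 10.2 against 69.8% ± 6.21, SD, n = 10; *p* = 0.321), −3.54 for *cyp19a1a* (*p* = 0.175), −0.352 for *cyp11c1* (*p* = 0.888), 0.473 for *dmrt1* (*p* = 0.302) and 0.0244 for *hsd11b2* (*p* = 0.988), with adjusted *p*-values from 0.641 to 0.988. The sign was not stable for several of these differences, and not only for the smallest. Without a coverage minimum, *cyp19a1a* in ovaries reversed to 0.521. Over the Table S5 sites, the difference was −0.289 for *hsd11b2* in ovaries, 1.17 for *cyp11c1* in testes and −0.416 for *hsd11b2* in testes. No difference in the effect of density between the sexes was detected for these 5 genes (permutation test of the interaction, adjusted *p* from 0.784 to 0.815). With the CpG site in place of the fish as the unit, which takes the sites of an amplicon as independent, the adjusted *p* was 2.7e-04 for *dmrt1* and *cyp19a1a* and 0.0344 for *cyp11c1* in ovaries, and 3e-05 for *dmrt1* and 8e-05 for *cyp19a1a* in testes. It was also 3e-05 for *cyp11c1* and 0.0333 for *hsd11b2* in testes, where the sign was opposite to that over fish. The *cyp19a1a* value in testes may rest on a single library. The testis G24 at 66 fish/L had 69.5% over the Table S5 sites, with 37 reads, and the next fish had 91.0%.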

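For *dnmt1*, the mean level of the 20 testes was 0.441% ± 0.139 (SD) and that of the 20 ovaries 0.431% ± 0.219 (SD), a difference of 0.00997 percentage points (permutation test, *p* = 0.855, adjusted *p* = 0.855). Over the Table S5 sites the difference was −0.00790 percentage points (*p* = 0.891). The median over these sites, a measure added after the data had been seen, was 0.402% ± 0.0873 (SD) in testes and 0.215% ± 0.0557 (SD) in ovaries. This difference of 0.187 percentage points had *p* = 1e-05, the smallest value the permutation test can give, and 19 of 20 testes were above the mean of the ovaries. The effect of density on *dnmt1* differed between testes and ovaries by 0.205 percentage points (permutation test of the interaction, *p* = 0.0614, adjusted *p* = 0.369).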

### 2.3. Gene Expression in Mature Gonads

*Dnmt1* was downregulated under the high-density treatment for both ovaries and testes, showing significant (*p* < 0.05) differences only in the latter (change of −2.5-fold) compared to the control (Figure 4B). The gene expressions of *dmrt1* and *hsd11b2* were not significantly altered for any of the sexes under the treatment, although a decrease in the expression of both genes appeared in the testes subjected to the 66 fish/L density. By contrast, the *cyp19a1a* gene was significantly downregulated (*p* < 0.001) in the ovaries of stressed fish (six-fold change) relative to females in the control group. In addition, no changes in the expression of *cyp11c1* were observed for any of the gonadal types at different densities.

### 2.4. Correlation of DNA Methylation vs. Gene Expression in Mature Gonads

We conducted correlation analyses between DNA methylation and gene expression levels for all of the genes selected (Figure 5). Negative trends in the correlation of methylation and gene expression were observed under both densities (9 fish/L and 66 fish/L) for *dmrt1*, *cyp19a1a*, and *dnmt1* in ovaries, despite a non-significant correlation. *Hsd11b2*, however, showed a positive correlation trend in ovaries under the high-density treatment (ρ = 0.75), although, again, without attaining statistical significance. In testes, negative trends in the correlation of methylation and gene expression were observed for *dmrt1*, *hsd11b2*, and *dnmt1*, although these correlations were also statistically non-significant. Despite the lack of statistical significance, *cyp11c1* showed a positive correlation trend in males under the high-density treatment for both control (ρ = 0.11) and treatment (ρ = 0.72), and *cyp19a1a* in males belonging to the high-density group (ρ = 0.24). Thus, overall, data indicated that no significant correlation was observed in any of the studied comparisons.

## 3. Discussion

Overall, our data indicated that exposing zebrafish larvae to high rearing densities (66 fish/L) during the 18 to 45 dpf was able to skew the sex ratio towards males. The beginning of the sexual differentiation in zebrafish into an ovary or a testis occurs from 20 to 25 dpf [63,64,65]. Nevertheless, Pradhan and Olson [66] described the first sign of gonadal differentiation at 10 dpf, when the primordial germ cells show signs of oogenesis. Here, the masculinization by effects of elevated density was not observed in earlier periods of development (7–18 dpf). However, the control groups exhibited a male predominance for the first period, exceeding 50% and possibly concealing any potential masculinization effects of density. Similarly, treatments with DNA methyltransferase inhibitor (5-aza-dC) altered sex ratios when larvae were exposed at 20–30 dpf, with no significant effects during earlier periods of gonadal development (i.e., 10–20 dpf [67]). In contrast, high temperature during the 7–21 dpf and 21–32 dpf developmental stages led to the masculinization of zebrafish populations [27]. This suggests that temperature might exert a more significant influence compared to population density as a stress factor. Altogether, our findings reveal that the phase of susceptibility to density-related effects occurs around the midpoint of gonad formation.

To investigate the impact of population density, we used standard 3 L tanks commonly employed in laboratories worldwide, which imposed limitations on the number of individuals per group. Consequently, our sample size remained relatively small, lacking the statistical power to detect potential differences that might have emerged with a larger sample per group, in particular the differences observed in the first period of treatment. In addition, inter-family variation in sex ratios was observed. Although the overall percentage of males increased under high density in all tested families, only one out of the six investigated families (family #6) showed a significant increase in males. The inter-family variation in zebrafish was described by Liew et al. [36], reporting the importance of the interaction between genetic and environmental (GxE) factors in this fish species. Later temperature and density experiments corroborated the existence of these inter-family variations in zebrafish [27,45,46,68]. Moreover, the importance of the ‘natural’ populations with genetic sex determination using different families has been recently highlighted, being responsible for sensitivity to the environment [38]. In light of these findings, we recommend the following strategies to enhance the reliability of zebrafish research: (1) replicate the experiment multiple times, (2) incorporate different biological replicates, and (3) combine the resulting outcomes from different zebrafish families to mitigate inter-family variation. Hence, even though a significant skew in sex ratios was not consistently observed across all tested families, it remains crucial to consider the density conditions that fish experience during their gonadal development. Consequently, this finding underscores the importance of considering density management in zebrafish husbandry protocols. Growth was inversely related to stocking density during the 18 to 45 dpf. This result was observed in our previous experiments [45] as well as in Hazlerigg et al. [26] in zebrafish and other cultured species [4,69,70]. In particular, the males showed lower growth than the females. The presence of sexual dimorphism in the growth response of those fish subjected to high density might be related to the faster growth of the females during development in zebrafish [42]. This effect might counteract the environmental cues during the sensitive window of sex differentiation.

In the last decade, the importance of epigenetics as a connection between the genotype and environmental influences has become more and more important for animal production, including aquaculture [71]. The most studied epigenetic event is DNA methylation. Nevertheless, efforts toward identifying the epigenetic marks that affect the expression of genes and how they persist throughout life still require years of research. After investigating different temperature regimes during early development in the European sea bass, the methylation patterns of 70 genes were identified as potential biomarkers, as diagnosis and prognosis were on a gene that fulfilled all the criteria, the keratin-associated protein 10–4 (*krtap10–4*) [72]. Recently in zebrafish, we have identified biomarkers able to predict past-thermal effects [38]. By using machine learning strategies, differential methylation levels on CpGs in the promoter region of key genes (i.e., *cyp19a1a* and the forkhead box L2a, *foxl2a* for the females and anti-Mullerian hormone, *amh* for males) were enough to predict whether an adult zebrafish had been subjected to high-temperature regimes during early gonadal development. To decipher the underlying epigenetic mechanisms triggered by high-density regimes, in the present study, we selected six genes involved in epigenetics (*dnmt1*), reproduction (*cyp19a1a* and *dmrt1*), and stress (*cyp11c1*, *hsd17b1*, and *hsd11b2*). Our results showed that the main alteration in methyl groups of the studied genes occurred in *dnmt1* in ovaries, an epimarker that was significantly hypomethylated in the ovaries almost two months after the density treatment had ended. 

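At the level of single CpG sites, none of the 117 sites tested in ovaries passed an adjusted *p* of 0.05 between the densities, and 5 had an unadjusted *p* under 0.05 (exact permutation test per site, Benjamini-Hochberg over the sites). Of the 29 *dnmt1* cytosines among them, the site with the smallest *p* was 54352579, with 0.140% ± 0.0716 (SD, n = 10) at 9 fish/L and 0.323% ± 0.235 (SD, n = 10) at 66 fish/L, which is higher at 66 fish/L by 0.182 percentage points (*p* = 0.00171, adjusted *p* = 0.2). The coverage of this site ranged from 2491 to 29046 reads at 9 fish/L and from 2997 to 30017 reads at 66 fish/L. Position 54352632 was also higher at 66 fish/L, with 0.465% ± 0.734 against 0.167% ± 0.0354 (*p* = 0.0234, adjusted *p* = 0.912). Its mean at 66 fish/L was raised by a value of 2.54% in the ovary G16. Position 54352642, chosen after its values had been seen, went the other way. It had 0.703% at 9 fish/L and 0.179% at 66 fish/L (difference −0.524 percentage points, *p* = 0.0416, adjusted *p* = 0.934). The *dnmt1* site with the largest difference was 54352619, with 2.03% ± 4.94 (SD, n = 10) at 9 fish/L and 0.381% ± 0.187 (SD, n = 10) at 66 fish/L (difference −1.65 percentage points, *p* = 0.468), and its mean at 9 fish/L was set by the value of 15.9% in a single ovary. An ovary had fewer sites of 1% or more at 66 than at 9 fish/L, by a mean difference of −1.9 sites (exact permutation test, *p* = 0.0447, not adjusted, for a count chosen after the values had been seen). From the lower methylation of *dnmt1* in ovaries of fish reared at high density, at an age well after the end of the treatment, the paper states that *dnmt1* in ovaries is the main alteration among the genes studied and calls it an epimarker. Its abstract proposes *dnmt1* as a possible epimarker of testes instead, where the paper reports lower *dnmt1* expression at high density. Expression was not analysed here.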

DNA methylation changes occur due to the activity of DNA methyltransferases (dnmts) [73] and, thus, they play a central role in the DNA methylation mechanisms. In fish, many studies have shown the alteration of the expression of *dnmts*, although less data exist on the alteration of the DNA methylation patterns. Most of the studies revealed *dnmt* alterations in fish subject to toxic wastes in the water, for example, lead or atrazine treatments [74,75], and, to a much lesser extent, changes to their relation with the gonads. For example, *dnmt1* was significantly downregulated in ovaries and testes associated with bisphenol exposure in zebrafish and cyprinid rare minnow (*Gobiocypris rarus*), a phenomenon which was associated with a reduced global DNA methylation in the gonads [76,77]. Transgenerational disturbances after bisphenol were observed in some steroidogenic genes in the ovaries of rare minnow [78].

Together with the DNA methylation changes in the ovaries, our data showed that the exposure to the rearing stressor was contributing to a decrease in *dnmt1* transcript in female ovaries, but more sharply in the testicular tissue. A relationship between the masculinization effects of high-temperature treatments at early stages and dnmts alterations have been observed in Nile tilapia and zebrafish [27,79]. The masculinizing steroid 17α-methyltestosterone downregulated the expression of genes involved in chromatin histone modification and DNA methylation pathways in epigenetics, including *dnmt1*, in 18 to 19 dpf zebrafish gonads [80]. Zebrafish testes development occurs via programmed cell death from the initial undifferentiated ovary-like gonads [81]. The apoptosis events require a cascade of genes involved in several pathways, including p53, wnt signaling pathways, and the B-cell lymphoma/leukemia-2 (Bcl-2) family [82]. In mammals, the upregulation of *dnmt1* expression under oxidative stress-induced apoptosis via the hypermethylation of Bcl-2 family [83] might, therefore, alter the sex differentiation in the gonads. In this sense, our observations conclude that changes in the *dnmt1* methylation, together with its expression in the gonad during sex differentiation, were triggered by changes in the environment, i.e., high density.

Based on our data, no significant changes in the DNA methylation after rearing treatments of the other studied genes (*cyp19a1a*, *dmrt1*, *cyp11c1*, *hsd17b1*, and *hsd11b2*) were observed. This might be explained by the fact that the stressor was not severe enough to cause permanent DNA methylation changes in the studied genes, unlike that engendered by temperature in a similar experiment in which six out of ten genes showed significant changes in the DNA methylation patterns [38]. 

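In testes, 120 CpG sites were tested between the densities. No site passed an adjusted *p* of 0.05, and 5 had an unadjusted *p* under 0.05 (exact permutation test per site). Among the tested sites of the 5 genes, the largest density difference in ovaries was at position 44344952 of *dmrt1*, with 72.7% ± 11.6 (SD, n = 10) at 9 fish/L and 60.4% ± 9.98 (SD, n = 10) at 66 fish/L (−12.3 percentage points, *p* = 0.0205, adjusted *p* = 0.912), where coverage ranged from 9 to 1608 and from 97 to 5627 reads. The next was position 54645721 of *cyp11c1*, with 38.1% ± 21.1 (SD, n = 10) and 27.7% ± 15.8 (SD, n = 10) (−10.5 percentage points, *p* = 0.229). In *cyp19a1a*, the largest difference was at 39655401, with 40.1% ± 7.70 and 33.5% ± 7.15 (−6.66 percentage points, *p* = 0.0612). For *hsd11b2* it was −3.47 percentage points at 34854540 (*p* = 0.367) and for *hsd17b1* −3.36 at 17897396 (*p* = 0.376). The smallest *p* in testes was 0.0141, at 44344860 of *dmrt1*, with 1.02% ± 0.614 at 9 fish/L and 1.65% ± 0.407 at 66 fish/L (adjusted *p* = 0.903). It was followed by 54352868 of *dnmt1*, with 0.323% ± 0.204 and 0.808% ± 0.740 (*p* = 0.0156), and by 34854936 of *hsd11b2*, which is outside the Table S5 sites (0.116 percentage points higher at 66 fish/L, *p* = 0.0333). In simulated data, 19 of 20 sites shifted by 15 percentage points were recovered in either sex, with 0 false calls among 97 unchanged sites in ovaries and 1 among 100 in testes. The simulation used the coverage of these libraries, but the mean and the spread between fish of a site were taken over both sexes. Site means near 0% were raised. It therefore does not show the recovery at the spread of ovaries alone. Shifts under 15 percentage points, as all density differences given here, were not simulated. The outcome depended on the unit of the test. Fisher's exact test on the reads pooled over the 10 fish of each group, which leaves out the spread between fish, gave 87 sites with an adjusted *p* under 0.05 in ovaries and 62 in testes.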

Another explanation for our data is the limitation of the methods used. Although MBS has been useful in several studies [38,49], the candidate gene approach method is limited to just a small part of the genome, near the coding region of the genes, and, thus, wide-genome strategies would have been required to fully assess modifications in the epigenome after rearing conditions.

In contrast, clear sexual dimorphism in the DNA methylation patterns was observed in our data. 

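Of 117 CpG sites tested between the sexes, 81 had an adjusted *p* under 0.05 (permutation test per site), 57 with higher methylation in testes and 24 with lower methylation. The 24 lower sites were those of *dmrt1*. The share of sites that differed was 15 of 18 for *cyp19a1a*, 17 of 23 for *cyp11c1*, 7 of 7 for *hsd17b1*, 12 of 16 for *hsd11b2* and 6 of 29 for *dnmt1*. The largest difference in a Table S5 site was at position 34854855 of *hsd11b2*, with 19.5% ± 7.35 (SD, n = 10) and 19.1% ± 7.26 in ovaries at 9 and 66 fish/L and 90.5% ± 2.60 and 89.7% ± 2.54 in testes, 70.8 percentage points higher in testes. It was followed by 34854898 of the same gene with 70.4 percentage points, and by 44344955 of *dmrt1*, where ovaries had 77.2% ± 6.43 and 73.2% ± 9.55 and testes 4.24% ± 2.09 and 5.71% ± 2.08, a difference of −70.2 percentage points. The largest differences in the other genes were 61.1 percentage points at 17897439 of *hsd17b1*, 58.1 at 39655404 of *cyp19a1a* and 52.5 at 54645858 of *cyp11c1*. Each of these sites had *p* = 1e-05, the smallest the permutation test can give, and an adjusted *p* of 1.7e-05. Position 34854912 of *hsd11b2*, outside the Table S5 sites, differed by 72.1 percentage points at a median coverage of 28 to 40 reads per group. For *dnmt1* the largest difference was 0.673 percentage points at 54352679, also outside them, at a median coverage of 15 to 31 reads per group (permutation test, *p* = 0.301). Of the Table S5 sites of *cyp11c1*, 2 did not follow the gene. Position 54645605, chosen after its values had been seen, had between 96.5% and 97.0% in all 4 groups (difference −0.0162 percentage points, *p* = 0.994). Position 54645721 of *cyp11c1* had 30.2% ± 2.87 and 31.6% ± 3.30 in testes, close to the ovaries (difference −2.0 percentage points, *p* = 0.654), while the other Table S5 sites of that amplicon averaged between 90.2% and 96.9% in testes.

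**Figure D3:**
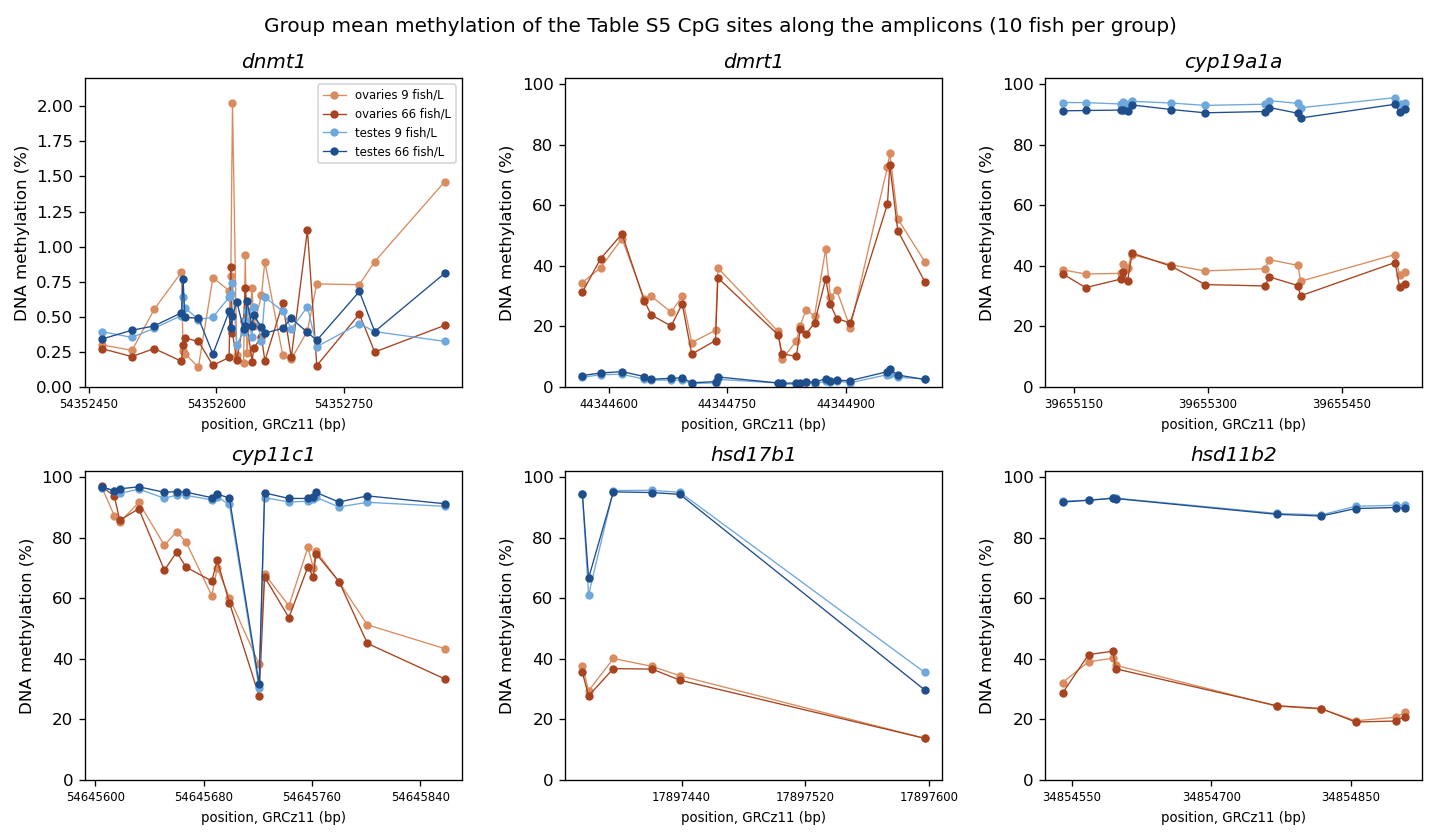
Mean methylation (%) of the Table S5 CpG sites of each gene against their position on GRCz11 (bp), for the 4 groups of 10 fish each. Ovaries and testes separate along the whole *cyp19a1a*, *hsd11b2* and *dmrt1* amplicons, whereas they meet at positions 54645721 and 54645605 (the latter chosen after its values had been seen) of *cyp11c1*.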

In the last years, evidence has accumulated highlighting the importance of the sexual dimorphic methylation patterns in fish. This is the case, for example, in Nile tilapia muscles [84] and zebrafish brains [85]. Sexual dimorphism was present in the methylation pattern in the zebrafish gonads, indicating that the immune system responses differed between fish sexes [86]. In fact, the methylation levels of certain genes were linked to a particular sex defining the Essential Epigenetic Marks (EEM) as those informative epigenetic marks that were essential for a particular sexual phenotype [87]. Two genes, *cyp19a1a* and *dmrt1*, fulfilled the EEM criteria, while in others it was not as clear, indicating that more information regarding sexual differences in the fish epigenome is required. In the present study, we added more information regarding the importance of the sexual differences in the DNA methylation of key genes related to reproduction and stress that might be a potential EEM.

High density during early development was able to downregulate the expression level of *cyp19a1a* in the ovaries. Our data are in accordance with those reported by Valdivieso et al. [88], whereby fish were subject to even higher densities (i.e., 74 fish/L). Other environmental factors were able to decrease the levels of *cyp19a1a* expression in fish, as it has been observed with high temperature [27,47,79] and hypoxia [41,89]. Therefore, based on all the available data, the lower expression of *cyp19a1a* in the ovaries of fish subjected to environmental stressors might be considered a good biomarker. The other studied genes did not show a significant regulation of their expression after the introduction of the stressor, with data showing no more changes in the DNA methylation patterns.

Correlation analyses of methylation and gene expression in the six studied genes indicated no significant differences in ovaries or testes. Most of the studied genes generally indicated negative relationships following the assumption that low DNA methylation of CpG-rich promoters is associated with the activation of the gene transcription machinery [90,91]. In contrast, in our data, we found positive correlation trends between DNA methylation and gene expression in *hsd11b2* in the ovaries, and *cyp19a1a* and *cyp11c1* in the testes. In a similar manner, positive correlations were observed in *hsd11b2* and *cyp11c1* in both testes and ovaries of zebrafish exposed to high temperatures [38], corroborating our findings. In fact, it is currently known that the DNA methylation patterns are more complex than originally thought, as other genomic elements rather than the promoters, such as gene body or introns, can contribute to transcriptional regulation [48,92,93].

## 4. Materials and Methods

### 4.1. Animal Rearing Conditions and Facility

Zebrafish (AB strain, ZDB-GENO-960809-7) were housed at the ‘Institut de Ciències del Mar’ (ICM-CSIC) in Barcelona. Fish were reared in a commercial water rack system (Aquaneering, San Diego, CA, USA). Husbandry and water conditions are described elsewhere [45]. Fish were fed ad libitum three times per day with zebrafish commercial food (Aqua Schwarz Gmbh, Maschmühlenweg Germany) and supplemented with brine shrimp (*Artemia nauplii*). Water quality parameters were monitored routinely to avoid any confounding environmental factors that could interfere with fish health and development. Table S4 provides the water parameters used during the experiment with no harmful fluctuations. Temperature, acidity, and conductivity were measured daily, while ammonia, nitrite, nitrate, and hardness were measured weekly using commercial kits (Sera, Heinsberg, Germany). To prevent any potential negative effects of masculinization before commencing the density experiments, the larvae belonging to control conditions were reared at a density of 9 fish per liter (fish/L) [45]. The experimental density of 66 fish/L was selected as a potential treatment to induce a skewed sex ratio towards males while ensuring minimal mortality that could hinder the representativeness of the population [45].

### 4.2. Experimental Design

To generate reliable biological replication, larvae from eight unrelated families (#1–8) originating from independent pairs were used to assess the effects of density during sex differentiation. A total of three and six families were used for the first (7–18 dpf) or the second (18–45 dpf) studied periods, respectively (Table S1 and Figure S1B). Due to the large number of larvae required for each experiment, only one family (#6) produced enough eggs to assess the three groups altogether. For each family, to optimize the number of surviving larvae and to accomplish the desired density treatment in each tank, we calculated the proper volume to confine the larvae using a micro-perforated barrier in Aquaneering tanks (2.8 L volume, ZT280). The barrier was positioned along the *x*-axis position—which included a ruler—while the *y*- and *z*-axis remained fixed (Figure S1A).

Three groups were created: 7–18 dpf, 18–45 dpf, and a control group for each of the studied periods of gonadal development (Figure S1B). For the control group, tanks were set up with 9 fish/L at 7 dpf and the density level remained unchanged until 90 dpf. In the 7–18 dpf group, tanks started with larvae confined with 66 fish/L at 7 dpf, and larvae remained confined until 18 dpf. At this point, the physical barrier was removed to create a non-masculinization density effect that would not lead to masculinization (specifically, below 16 fish/L) [45]. In the 18–45 dpf group, the larvae were initially maintained at a density of 9 fish/L until 18 dpf, after which they were confined at 66 fish/L until 45 dpf. From 45 dpf onwards, the barrier was removed, and fish were kept at a density below 16 fish/L until 90 dpf. Due to the large number of fish per tank, if it was not possible to achieve the target density of 16 fish/L or lower at the end of the period of treatment, larvae were evenly distributed into tanks to avoid any effect of density. During the experiment, fish survival was recorded, and the barrier was adjusted as needed to maintain density at 66 fish/L. At 90 dpf, fish of all groups were euthanized using iced water. Body weight (BW ± 0.05 g) and standard length (SL ± 0.01 cm) were recorded. Fish gonads were recorded for sex ratio analysis and gonads were kept at −80 °C for further molecular analysis.

### 4.3. DNA and RNA Extractions

Molecular analyses were performed for the second period of treatment (18–45 dpf) and for the family #6. Genomic DNA and total RNA were isolated from the same gonad sample to allow comparisons of DNA methylation and gene expression in the same individual. For the DNA extraction, the gonads were treated overnight at 60 °C with a digestion buffer containing 1 μg of proteinase K (P2308, Sigma-Aldrich, St. Louis, MO, USA). Then, a standard phenol–chloroform–isoamyl alcohol protocol (PCI 25:24:1, *v*/*v*/*v*) with 0.5 μg ribonuclease A (12091021, PureLink RNase A, Life Technologies, Carlsbad, CA, USA) was implemented to eliminate RNA traces. Five hundred nanograms of DNA per sample were bisulfite-converted using the EZ DNA Methylation-Direct™ Kit (ZymoResearch, Irvine, CA, USA; D5023). For the RNA extraction, sampling was conducted using Trizol Reagent (T9424, Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions and RNA. Quality and quantity of DNA and RNA were measured by NanoDrop (ND-1000) spectrophotometer and Qubit (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.4. Methylation Bisulfite Sequencing Analysis

Gonadal DNA methylation levels were studied by Methylation Bisulfite Sequencing (MBS) following the procedures described elsewhere [38,44,49]. The studied genes were epigenetic-related (*dnmt1*), reproduction-related (*dmrt1* and *cyp19a1a*), and stress-related (*cyp11c1*, *hsd17b1*, and *hsd11b2*). 

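Relative to the transcription start site, the positions of Table S5 place the whole *dnmt1* amplicon of 472 bp nearly upstream, with 456 bp before and 16 bp after the start and all 26 CpG sites before it. The *hsd17b1* amplicon (426 bp) likewise has its 6 CpG sites upstream. In the *dmrt1* amplicon (483 bp) 10 CpG sites lie before and 14 after the start, in that of *cyp19a1a* (470 bp) 9 and 6, in that of *hsd11b2* (485 bp) 5 and 4, and in that of *cyp11c1* (416 bp) 2 and 17. In the data, the deepest cytosines of each amplicon split at the start site into these same numbers in all 6 genes.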

The selected region for each gene included the promoter, the first exon, and the first intron extended as much as possible. The targeted portion of approximately 500 bp was amplified with PCR by using designed primers from Valdivieso et al. (2023) (Table S5). Adaptor sequences for 16 S metagenomic library preparation (Illumina) were added to the 5ʹ ends of the primers designed: forward-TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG and reverse-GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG. PCR products were indexed by Nextera XT index Kit Set A (Illumina; FC-131–2001) according to Illumina’s protocol for 16 S metagenomic library preparation and were pooled in an equimolar manner to obtain a single multiplexed library which was sequenced in a MiSeq (Illumina, San Diego, CA, USA) using the paired-end (PE) reads 250 bp protocol at the National Center of Genomic Analysis (CNAG, Barcelona, Spain). 

### 4.5. Bioinformatic Analysis

The adapters were removed using Trim galore! software (v. 0.4.5, Cambridge, UK) [94] and those reads with low-quality filtered (Phred score < 20) were discarded. To ensure that the adapters were cut off correctly, pre- and post-trim quality control was carried out using MultiQC and FastQC [95,96]. Bismark software (v.20.0, Cambridge, UK) was used to generate an in silico bisulfite-converted zebrafish genome (GCF_000002035) using the ‘bismark_genome_preparation’ function. Deduplication and methylation extraction at CpG_context were conducted using the ‘deduplicate_bismark’ and ‘bismark_methylation_extractor’ functions, respectively. 

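The deposited counts reach 39072 reads at a cytosine in ovaries at 9 fish/L, 30018 in ovaries at 66 fish/L, 36959 in testes at 9 fish/L and 32054 in testes at 66 fish/L. The summed depth of the amplicons was a median of 99.7% of the aligned reads of a fish, and at least 99.1%. This argues against the removal of many duplicates before counting. In all 7221 listed values, the percentage equals the methylated reads divided by all reads of that cytosine. Of these values, 834 lie outside the 6 amplicons.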

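Bisulfite conversion, as Table S3 gives it for each fish, was between 99.4% and 99.6% in ovaries at 9 fish/L, between 99.3% and 99.7% in ovaries at 66 fish/L, between 99.5% and 99.7% in testes at 9 fish/L and between 99.5% and 99.6% in testes at 66 fish/L. All 40 fish entered the comparisons.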

Bisulfite conversion efficiency was calculated with a minimum threshold of 99.0% to accept the sample for methylation analysis. The coordinates of the CpG sites of the targeted genes were assessed through the ‘bedr’ package (v. 1.0.4) [97]. From the targeted CpG sites, only those that showed coverage > 5 times were retained for the methylation analysis.

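The deposited lists still hold 2183 values covered by 5 reads or fewer. With these left out, 159 distinct cytosines remained inside the 6 amplicons. The 99 Table S5 CpG sites had more than 5 reads in all 40 fish, with a median coverage of 6209 reads. The other 60 cytosines had a median coverage of 26 reads and a median methylation of 0%, and 89.2% of their values were below 5%. They numbered 12 in each of *dnmt1*, *cyp19a1a* and *hsd11b2*, 14 in *cyp11c1*, 6 in *hsd17b1* and 4 in *dmrt1*. With a minimum of 30 reads in place of more than 5, the *cyp19a1a* difference between testes and ovaries was 45.2 percentage points, and without any minimum it was 28.2.

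**Figure D4:**
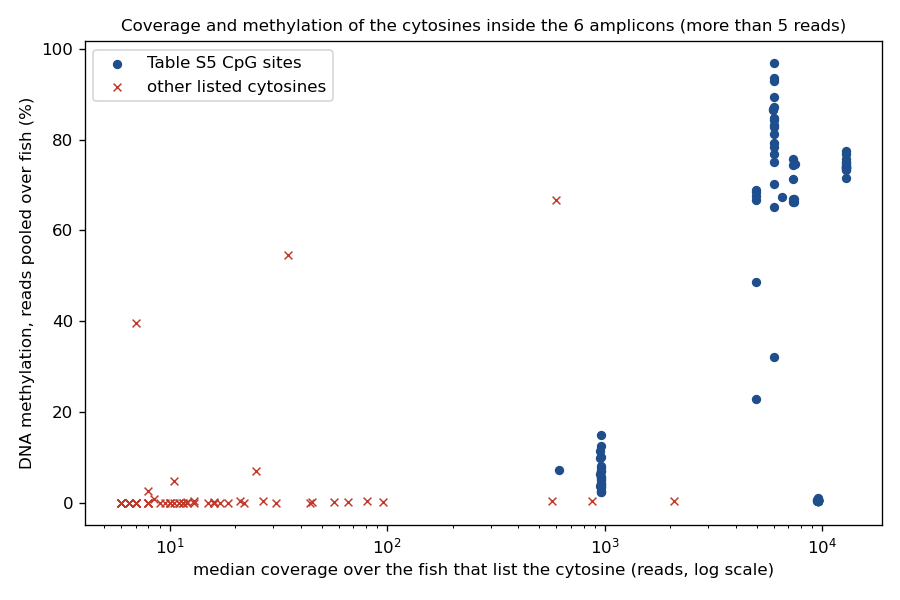
Methylation (%) of each listed cytosine inside the amplicons, with the reads pooled over fish, against its median coverage in reads on a log axis, for the 99 Table S5 CpG sites (circles) and the 60 other cytosines covered by more than 5 reads (crosses). The crosses lie mostly at 0% and low coverage, and the circles lie from 617 to 12846.5 reads.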

### 4.6. Gene Expression by Quantitative PCR

For each sample, 200 ng of RNA were treated with DNAse I, Amplification Grade (Thermo Fisher Scientific Inc., Wilmington, DE, USA), and retrotranscribed to cDNA with SuperScript III RNase Transcriptase (Invitrogen, Carlsbad, CA, USA) with Random hexamer (Invitrogen, Carlsbad, CA, USA). Quantitative PCR (qPCR) was carried out in technical triplicates for each sample with the SYBR Green chemistry (Power SYBR Green PCR Master Mix; Applied Biosystems, Waltham, MA, USA). The conditions in the thermocycler were: 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min in a 384-well plate (CFX-386, Touch BioRad, Berkley, CA, USA). Finally, a temperature-determining dissociation step was performed at 95 °C for 15 s, 60 °C for 15 s, and 95 °C for 15 s at the end of the amplification phase. The dissociation step, primer efficiency curves, and PCR product sequencing confirmed the specificity for each primer pair. The six qPCR primers used together with the two reference genes are shown in Table S6.

### 4.7. Statistical Analyses

All statistical analyses were performed using R software (v. 4.1.1, Vienna, Austria) [98]. Data were expressed as mean ± SEM and the differences were considered significant when *p* < 0.05. Graphs were generated using the “ggplot2“ package (v. 3.1.0) [99]. The sex ratio analysis was calculated using the chi-square (χ^2^) test with the application of the Yates correction [100] for each family. The overall analysis of density for the second period (18–45 dpf) was assessed using Generalized Linear Mixed Models (GLMMs). Density level (continuous variable) was considered the fixed factor and family was the random factor, with the response variable being the proportion of males and females. For biometry data, normality was checked with the Kolmogorov–Smirnov test and logarithmic transformations were applied, when necessary. The homoscedasticity of variances was checked with the Levene’s test. Means were compared by one-way analysis of variance (ANOVA) with Tukey’s post-hoc multiple-range test.

To obtain the DNA methylation across all the CpG sites in the studied gene region, the DNA methylation level for each site was averaged from all samples in each group. 

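Levels depend on how sites and reads are averaged within a fish. With the reads of an amplicon pooled in place of the unweighted mean over all listed cytosines, the mean level of *hsd11b2* in testes at 9 fish/L was 86.9% in place of 57.3%, that of *cyp11c1* 89.4% in place of 74.0% and that of *cyp19a1a* 93.8% in place of 69.2%. Pooling reads gives the deeply covered Table S5 sites nearly all the weight. The *dmrt1* level in the same group moved little, with 2.14% in both cases.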

The effects of density on DNA methylation were evaluated by two-way ANOVA followed by a Tukey’s HSD test. The normality of the residuals was checked using the Shapiro–Wilk test, while the Levene’s test was used to check for homogeneity of variance.

Data obtained from qPCR were collected by SDS 2.3 and RQ Manager 1.2 software (Waltham, MA, USA). For each sample, the relative quantity (RQ) values of the genes of interest were used for normalization against the geometric mean value of two reference genes validated for zebrafish [101] and the fold change was calculated using the 2ΔΔCt method [102]. Two-way ANOVA was used to detect differences in gene expression between treatments (sex and density), after checking for homoscedasticity with the Levene’s test for every single group, as well as for normality using the Shapiro–Wilk test for each group. When normality was not followed, a Kruskal–Wallis test was performed. A Tukey’s test was used to perform *post hoc* multiple comparisons. DNA methylation and gene expression correlation analyses were carried out by running a Spearman’s rank correlation (ρ) test using the ‘corrplot’ package (v. 0.84) [103].

## 5. Conclusions

This study confirms the impact of continued exposure to stressors during gonadal differentiation on DNA methylation, gene expression, and final sexual phenotypes. Present data revealed that the sensible window for high-density occurred between 18 and 45 dpf, skewing sex ratios towards males. Among the six studied genes related to epigenetics, reproduction, and stress, *dnmt1* showed significant differences in the DNA methylation, which, if confirmed in independent studies, could constitute a suitable epimarker in the male fish subjected to stressors in the two previous months. Similarly, the inhibition of *cyp19a1a* gene expression could be considered a promising biomarker in the ovaries of fish subjected to rearing densities during sex differentiation. This analysis shed light on the characteristics of the fish reproductive system and the environment’s role in modulating epigenetic and gene expression molecular events. Thus, caution should be practiced with respect to rearing protocols in fish facilities, particularly those that use zebrafish as an animal model for research.

## Figures and Tables

**Figure 1:**
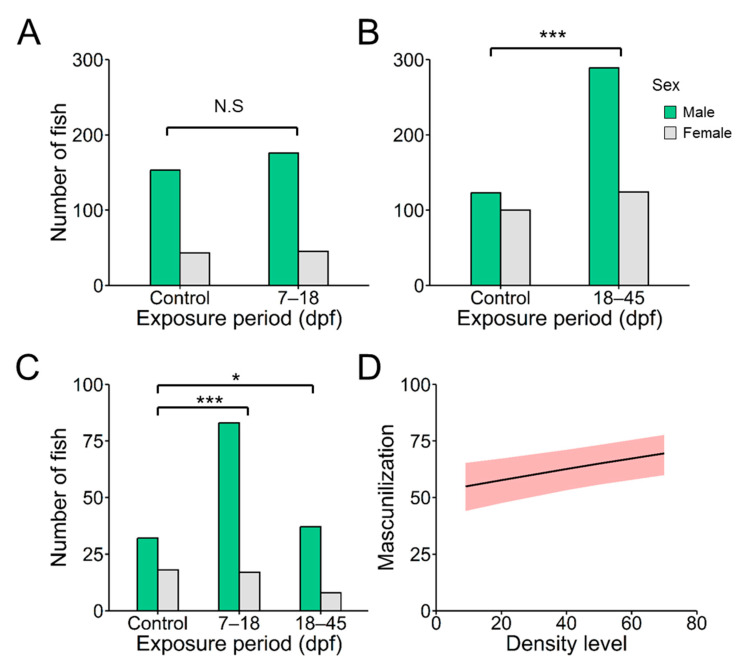
The number of males observed at different exposure windows: (**A**) 7–18 and (**B**) 18–45 days post-fertilization (dpf) at two stocking densities (9 and 66 fish/L). Sex ratio analysis between density treatments was conducted using the χ^2^ test. (**C**) The number of males observed in family #6 tested in both periods, 7–18 and 18–45 dpf. (**D**) The expected masculinization in the populations of zebrafish according to density level (number of fish/L) based on the prediction fit of a generalized linear mixed model for the 18–45 dpf period. The shadow represents the masculinization predicted by the model based on the rearing density. Abbreviations: N.S. = no significant; * = *p* < 0.05; *** = *p* < 0.001.

**Figure 2:**
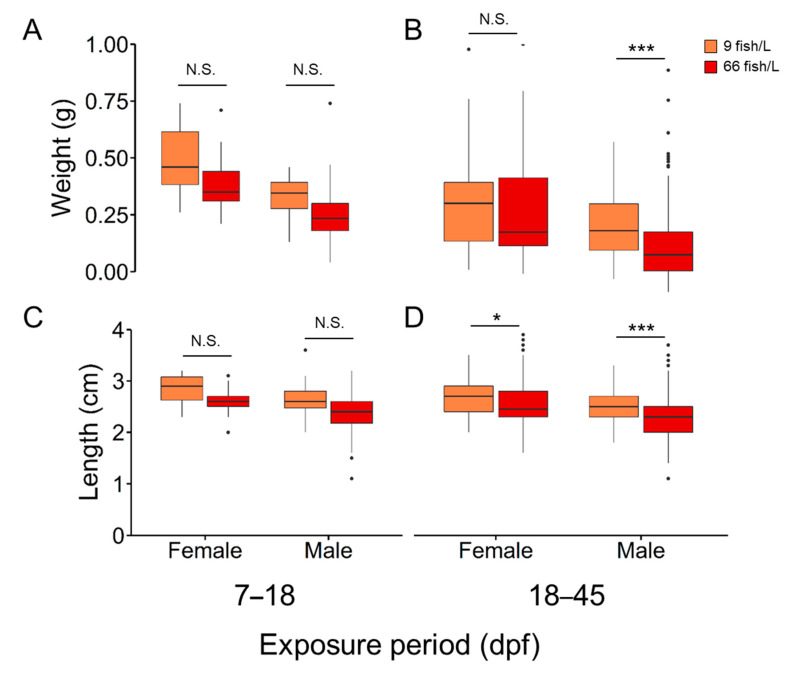
(**A**,**B**) Body mass (weight in g) and (**C**,**D**) length (cm) of females and males at different exposure windows: 7–18 and 18–45 days post-fertilization (dpf) at two stocking densities (9 fish/L and 66 fish/L). The total number of fish used was 1003; 369 (control), 221 (7–18 dpf), and 413 (18–45 dpf). Abbreviations: N.S. = no significant; * = *p* < 0.05; *** = *p* < 0.001.

**Figure 3:**
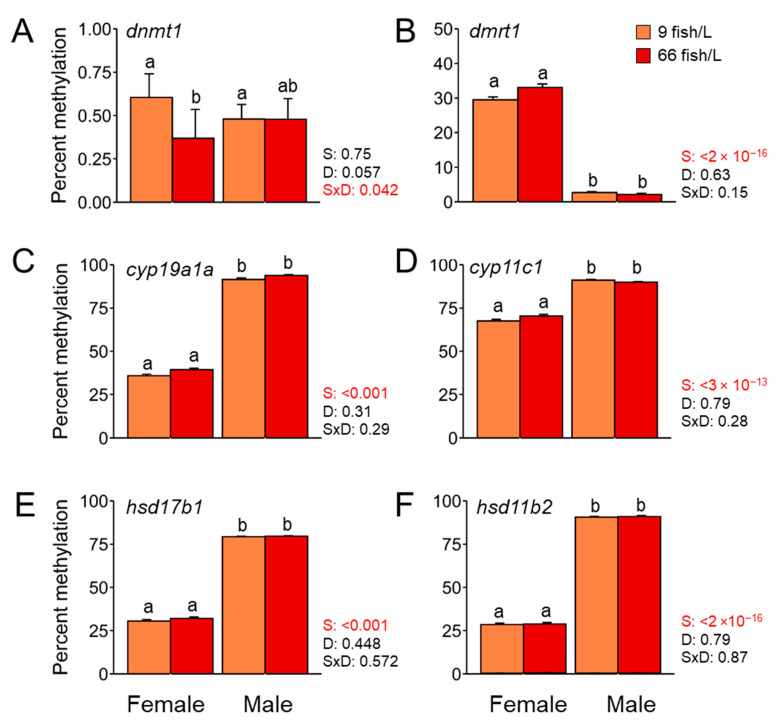
Mean DNA methylation levels in the promoter region of (**A**) *dnmt1*, (**B**) *dmrt1*, (**C**) *cyp19a1a*, (**D**) *cyp11c1*, (**E**) *hsd17b1*, and (**F**) *hsd11b2* in mature gonads of females and males (90 days post-fertilization, dpf) exposed to two rearing densities (9 and 66 fish/L) from the 18–45 dpf group. The number of fish analysed in each group was *n =* 10. Two-way ANOVA followed by a post hoc Tukey test were applied. The *p*-values for the factor effects of sex (S), density (D), and the interaction of both factors (S × D) are reported for each gene. A robust non-parametric two-way ANOVA with trimmed means was applied when data did not follow normality. Data are shown as mean ± S.E.M. Different letters indicate significant differences (*p* < 0.05) between sex and/or density.

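A two-way ANOVA followed by Tukey's HSD test was run on the fish values over the Table S5 sites for all 6 genes. The paper averages each site over the fish of a group and used a robust version with trimmed means for data without normality, which was not used here. The factor sex had *p* = 0.887 for *dnmt1*, 2.5e-18 for *dmrt1*, 3.1e-25 for *cyp19a1a*, 6.2e-12 for *cyp11c1*, 9.2e-28 for *hsd17b1* and 1.4e-30 for *hsd11b2* (n = 10 fish in each of the 4 groups). The interaction of sex and density had *p* = 0.0386 for *dnmt1* and *p* between 0.249 and 0.97 for the other 5 genes. In Tukey's test of ovaries at 66 against 9 fish/L, *dnmt1* had *p* = 0.0227, and the other genes had *p* between 0.482 and 0.999. For testes, the values lay between 0.841 and 1. Over all listed cytosines, *dnmt1* had *p* = 0.0174 in Tukey's test in ovaries and *p* = 0.0591 for the interaction.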

**Figure 4:**
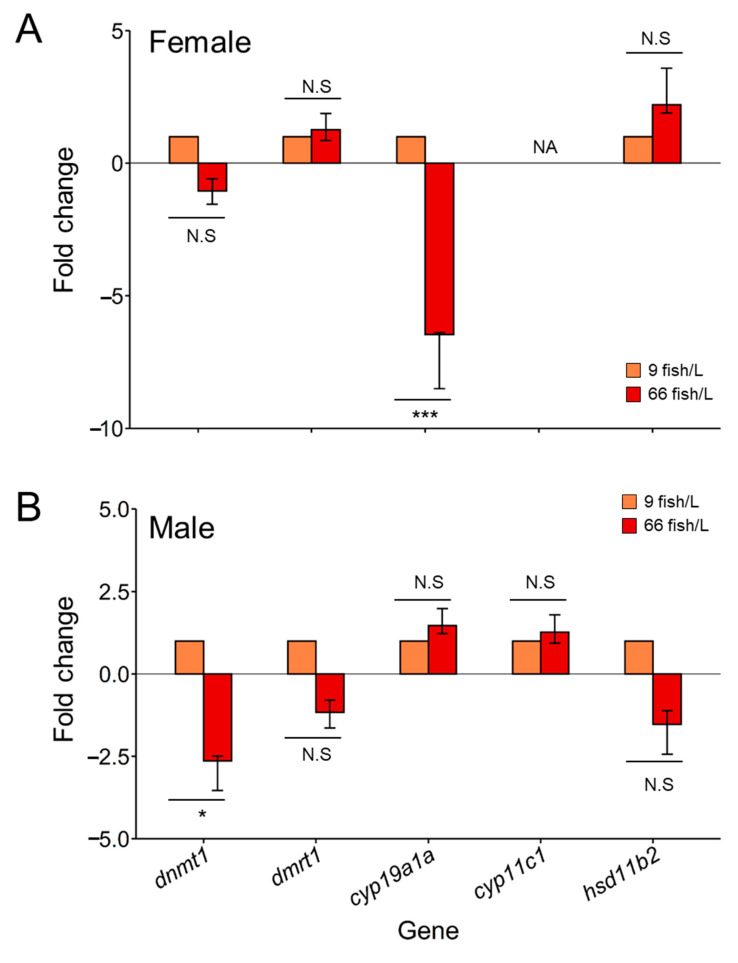
Gene expression of *dnmt1*, *dmrt1*, *cyp19a1a*, *cyp11c1*, and *hsd11b2* in (**A**) ovaries and (**B**) testes 90 days post-fertilization (dpf) after the exposure to two rearing densities (9 and 66 fish/L) from 18 to 45 dpf. Data shown as mean ± SEM. Fold change values of control group (9 fish/L) was set up at 1 as reference. Sample size: *n* = 10 (ovaries) and *n* = 10 (testes) in each group. Significant differences between sexes were analyzed using the student’s *t*-test. Abbreviations: N.S. = no significant; * = *p* < 0.05; *** = *p* < 0.001.

**Figure 5:**
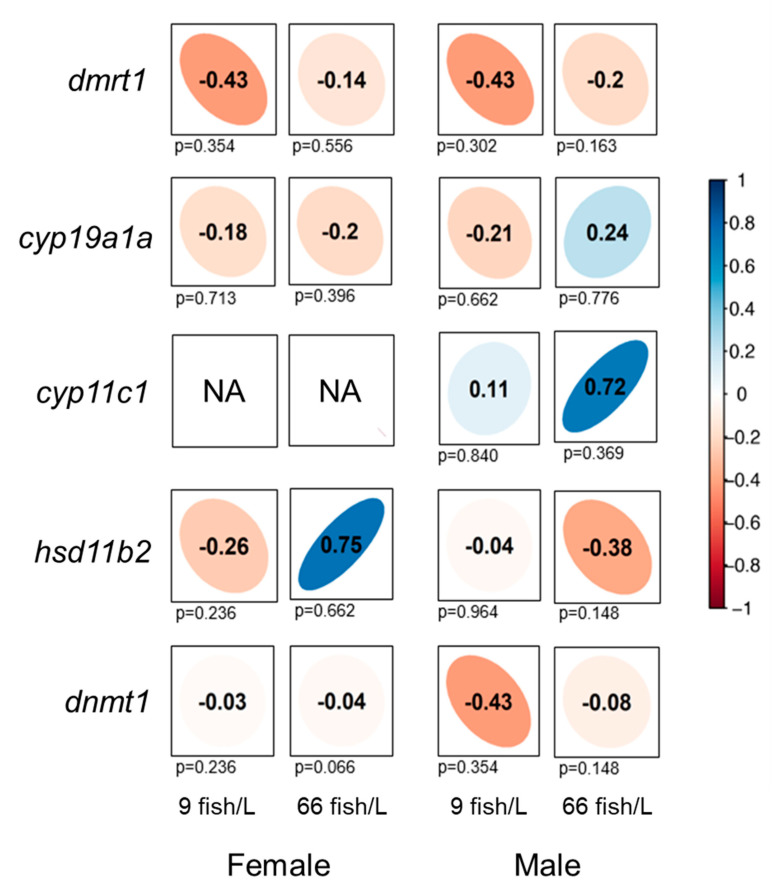
Correlations of DNA methylation of the promoter regions and gene expression levels for *dmrt1*, *cyp19a1a*, *cyp11c1*, *hsd11b2*, and *dnmt1* in the gonads of females and males (90 days post-fertilization, dpf) exposed to 9 and 66 fish/L during 18–45 dpf. Spearman’s rank correlation coefficients (ρ) are shown. The direction of the long axis of the ellipses and the color indicate the type of correlation: negative is shown in red and positive is presented in shades of blue. The short axis of the ellipse and the intensity of the color are proportional to the correlation coefficients. Significant correlations were considered when *p* < 0.05. We represented the gene *cyp11c1* in females at both densities as ‘NA’ due to the absence of gene expression data.

**Table 1:** Generalized linear mixed model (GLMM) with logit link function to test the effects of elevated density on the masculinization of zebrafish during the 18–45 days post fertilization (dpf). The density factor (9 and 66 fish/L) was set as fixed whereas family was used as the random factor effect.

Fixed Effects	Coefficient	S. E. ^a^	Z-Value ^b^	Pr(>|Z|) ^c^
Intercept	0.102	0.237	0.430	0.667
Density	0.010	0.003	3.244	0.001

Density 9 fish/L set as reference (intercept). Number of observations = 12, groups = 6. Intercepts of the random effects of the variance and standard deviation for #Family = 0.176 and 0.419, respectively. ^a^ Standard error of parameter estimate. ^b^ Z-value estimate to standard error ratio. ^c^ Pr (>|Z|) statistic for Z-value.

## Data Availability

Raw sequencing data were submitted to the Gene Expression Omnibus, with accession number GSE134646.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms242116002/s1.

How the deposited data were processed for this re-analysis (not part of the article)

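DNA methylation was measured in the gonads of 40 zebrafish at 90 dpf by bisulfite sequencing of 6 amplicons, in 10 ovaries and 10 testes of fish reared at 9 fish/L and in 10 ovaries and 10 testes of fish held at 66 fish/L from 18 to 45 dpf. Each fish was assigned to its group by the sample labels, which give sex and density, and by Table S3, which lists the same code names. The code number of a gonad (G1, G2 and so on) is taken from these labels, and where a number occurs in both densities of a sex it was taken to belong to different fish. The sex ratio, growth and gene expression experiments were not analysed here.

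According to the paper, the authors trimmed adapters and reads of low quality with Trim Galore, aligned the reads to the bisulfite-converted zebrafish genome with Bismark, removed duplicates and extracted methylation calls in the CpG context. The summed depth of the amplicons, a median of 99.7% of the aligned reads of a fish, argues against the removal of many duplicates. For each fish they deposited 1 list of cytosines. The percent values in these lists are the authors' methylation level of each cytosine, and the methylated and unmethylated counts that the authors deposited beside them are whole reads without normalization. The percent value equals the methylated reads over all reads in all 7221 values. The coverage filter of the methods had not been applied to the deposited lists, since 2183 values are covered by 5 reads or fewer. It was applied here.

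Values were assigned to an amplicon by the start and end that Table S5 gives on GRCz11. A cytosine entered the level of a fish when it was covered by more than 5 reads in that fish, and the level of a gene was the unweighted mean over these cytosines. A second set, called the Table S5 sites, holds the deepest cytosines of each amplicon, as many as the CpG sites of that table (99 in all), and was chosen after the values had been seen. Neither the genome sequence of this build nor its annotation was used here, so positions relative to the transcription start site come from Table S5. Table S5 also lists an amplicon of *amh*, for which the lists hold 0 values. All 40 fish and all 6 genes were kept.

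Densities were compared within each sex by a two-sided exact permutation test of the difference between group means over all splits of the 20 fish. Sexes were compared by a two-sided permutation test with 100000 resamples within density, and the interaction by permutation of the residuals of the additive model with 100000 resamples. The Benjamini-Hochberg method adjusted these *p*-values over the 6 genes, with a threshold of 0.05. Single CpG sites were tested in the same way where at least 6 fish per group passed the coverage minimum, and *p*-values were adjusted over the 117 sites tested in ovaries, the 120 in testes and the 117 between the sexes. The sites named in the text are, in each of these comparisons, the 3 with the smallest *p*, and for each gene those with the largest sex difference and the largest density difference in ovaries. Sites named outside this rule are said to have been chosen after their values were seen. The site tests were tested on simulated data drawn from the real coverage, with 20 sites changed by 15 or 30 percentage points. The mean and spread of a site were taken over both sexes. Of the 20 sites, 19 or 20 were recovered in each comparison, and 0 or 1 unchanged site was called. Smaller shifts were not simulated.

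The alternatives changed the coverage minimum (none, at least 10 or at least 30 reads), the cytosines used (sites before the transcription start site, sites passing in every fish, cytosines of opposite strands merged), the average (reads pooled per fish, 20% trimmed mean over fish), the fish used (those with under 20000 aligned reads left out, of which there were 4, or those with few sites of a gene left out), the correction for incomplete conversion, and the test (two-way ANOVA with Tukey's HSD, a quasi-binomial model on reads, the CpG site as the unit, and a block by code number). Single sites were also tested with Fisher's exact test on pooled reads and with a quasi-binomial model per site.

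Precision follows from the number of fish and from the coverage. The 40 fish had between 5418 and 118330 aligned reads with a median of 49173.5. Confidence intervals of 95% on read shares are Wilson intervals, and the smallest share a depth can show was taken as 3 reads of the total. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.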

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

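All tests in this part were chosen only after the result they bear on had been seen.

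The deposited lists hold 834 values outside the 6 amplicons, which the paper does not report on. The most frequent of them lie on chromosome 19 of GRCz11 between 27434975 and 27435377, where 39 of the 40 fish had reads. Of 2399 methylation calls over 8 cytosines, which come from about 344 reads, 75.0% were methylated (95% Wilson interval on the reads 70.2% to 79.3%). At 6 of these cytosines the level was between 74.9% and 95.9%, and over these 6 it was 89.1% in ovaries at 9 fish/L, 87.4% in ovaries at 66 fish/L, 87.1% in testes at 9 fish/L and 86.4% in testes at 66 fish/L, and neither sex nor density stood out. The widest interval of a group, with about 64 reads, reached 8.24 percentage points to each side, so few reads do not account for the high level, but small differences between groups would not be seen. A candidate explanation for the reads themselves is priming by the primers of an amplicon. The number of these reads was set against the coverage of each of the 6 amplicons, 6 relations in all, and followed that of *cyp11c1* most closely over the 40 fish (Spearman's rho 0.612, permutation *p* = 8e-05, adjusted *p* = 4.8e-04; Pearson's r 0.544, *p* = 9.7e-04; r 0.555 without the 2 fish farthest from the median). For *hsd17b1* the relation was also present (rho 0.476, *p* = 0.00192, adjusted *p* = 0.00576; r 0.490, *p* = 9e-04; r 0.461 without the 2 farthest). The other 4 relations had rho of 0.299 (*dnmt1*), 0.259 (*cyp19a1a*), 0.186 (*hsd11b2*) and −0.0853 (*dmrt1*), with adjusted *p* from 0.119 to 0.6, so the reads did not follow the coverage of all amplicons alike. Within the groups, rho with *cyp11c1* was 0.406 and 0.264 in ovaries at 9 and 66 fish/L (*p* = 0.248 and 0.463) and 0.787 and 0.640 in testes (*p* = 0.00868 and 0.0512). Without the 2 farthest fish of a group, r was 0.00901 and 0.0330 in ovaries and 0.536 and 0.0546 in testes, so within 3 of the groups the linear relation rested on few fish. Priming remains possible, but no single amplicon is identified.

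Less frequent reads with methylated cytosines lay on chromosome 10 between 45109938 and 45110260, where 49.2% of 63 calls over 9 cytosines, from 7 reads in 7 fish, were methylated (95% Wilson interval on the reads 19.7% to 79.2%), and on chromosome 24 between 21495448 and 21495715, where 15.4% of 169 calls over 13 cytosines, from about 13 reads in 11 fish, were methylated (4.33% to 42.2%). Coverage of a cytosine in a fish was at most 1 read in the former and 2 in the latter. In 5 other places a single fish had between 1 and 3 reads. All calls were methylated on chromosome 11 (15 calls) and at 2 places on chromosome 13 (16 and 2 calls), 4 of 7 on chromosome 18 and 0 of 39 on chromosome 23. On chromosome 5, 0 of 113 calls in 6 fish were methylated, and at another place on chromosome 23, 2 of 241 calls in 11 fish. These reads are too few to compare groups, and neither a technical nor a biological explanation was tested for them.

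For 4 fish, the level of a gene over all listed cytosines lay far from the other 9 fish of its group, measured by the gap to the nearest fish over the range of the group. With 24 sets of gene and group examined for each of the 2 sets of cytosines, about 1 in 20 would stand apart in this way by chance. All 4 are testes at 9 fish/L. The testis G21 had the highest *dnmt1* level, 0.904%, with 0.556% next. Its coverage of 11904.5 reads at the Table S5 sites was near the median of its group, which goes against low coverage of those sites. Over them it had 0.728%, still the highest of its group but no longer apart, so the cytosines outside these sites may contribute. Among the latter, position 54352679 had 1.01% ± 3.03 (SD, n = 9) in testes at 9 fish/L, at 6 to 74 reads. Values at such coverage can rest on few reads. The testis G18 had the lowest *hsd17b1* level, 55.1%, with 67.4% next. Its coverage was the highest of its group (32155 reads), and over the Table S5 sites it had 78.9%, within the range of its group, which is consistent with an effect of the additional cytosines that are listed at greater depth. The testis G24 had the highest *hsd11b2* level, 66.2%, with 58.5% next. It had the lowest coverage of its group (1666 reads) and 14 listed cytosines against a median of 18, and over the Table S5 sites it had 92.4% among the others, so that fewer listed cytosines near 0% at low depth may explain its value.

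The testis G20 at 9 fish/L had the highest *dmrt1* level, 5.04%, with 2.87% next. With 926 reads its coverage was above the median of its group, which goes against low coverage. It had no *dmrt1* cytosines outside the Table S5 sites, so both sets give 5.04% and cannot tell whether the choice of cytosines matters. A mixture with ovary would also lower *cyp19a1a*, *hsd11b2*, *hsd17b1* and *cyp11c1*, whose levels are lower in ovaries. At the Table S5 sites, G20 had 94.1%, 90.0%, 79.5% and 89.7% for these genes. The group means were 93.9% ± 1.06, 91.0% ± 2.11, 79.6% ± 0.629 and 89.9% ± 1.86 (SD, n = 10). These values argue against a mixture with ovary in this fish. A mixture with any other tissue could not be tested. Over the Table S5 sites a further testis stood apart, G24 at 66 fish/L, with 69.5% at *cyp19a1a* while the next fish had 91.0%. Its coverage at that gene was 37 reads, the lowest of its group, whose median was 25043.5, so its value may reflect few template molecules. Its level was 69.5% over both sets of cytosines for the same reason. No biological explanation was tested for any of these fish, since they share their condition with the fish they were compared with.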

How the results depend on the processing

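The alternatives in this part were set before the data were examined, except those over the Table S5 sites (5 for the gene levels), which were added after the values had been seen. The comparison with other splits of the fish was also set up after its result was seen. Differences are in percentage points, 66 minus 9 fish/L for density and testes minus ovaries for sex, and the interaction is the density difference in testes minus that in ovaries.

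The sex differences of the 5 genes other than *dnmt1* kept their direction and an adjusted *p* under 0.05 under all 14 alternatives and the 5 added ones. Over the 14, they ranged from −30.3 to −27.0 for *dmrt1*, from 28.2 to 57.9 for *cyp19a1a*, from 17.0 to 27.4 for *cyp11c1*, from 31.2 to 48.6 for *hsd17b1* and from 27.3 to 59.3 for *hsd11b2*. The lower *dnmt1* level of ovaries at 66 fish/L kept its direction under 15 alternatives, from −0.591 to −0.144, with an unadjusted *p* under 0.05 in 13 of them and an adjusted *p* under 0.05 in 2 (range 0.025 to 0.875). It changed sign under 1 of the 5 added ones. Of 90 values for density in ovaries, 80 kept direction and side of the threshold, 5 passed it and 5 reversed. For density in testes these numbers were 69, 2 and 19 of 90, for sex 75, 0 and 9 of 84, and for the interaction 69, 2 and 13 of 84. Of 240 group means, 57 moved by more than 1 SD between fish. With the added alternatives, 19, 5 and 6 of 30 values kept, passed or reversed for density in ovaries, 13, 2 and 15 for testes, 25, 1 and 4 for sex and 18, 2 and 10 for the interaction, and 41 of 72 group means moved. The cause was not tested for any of the changes listed below. Apart from tests with the CpG site as the unit, no reversed difference had an adjusted *p* under 0.05.

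Without a coverage minimum, *dnmt1* in ovaries reached −0.591 (adjusted *p* = 0.0299), and 5 values reversed: *cyp19a1a* in ovaries (0.521), *dnmt1* in testes (0.0344), sex for *dnmt1* (−0.161) and the interaction for *cyp11c1* (−0.388) and *hsd11b2* (0.568). At a minimum of 10 reads, *hsd11b2* in testes reversed (−0.604), and at 30 reads *dnmt1* in testes (0.00173) and sex for *dnmt1* (−0.00746). Merging the cytosines of opposite strands reversed *dnmt1* in testes (1.81e-04) and sex for *dnmt1* (−0.00474). Sites before the transcription start site reversed the interaction for *hsd11b2* (0.135). Subtracting the non-conversion rate reversed sex for *dnmt1* (−0.0513). Leaving out the 4 fish with under 20000 aligned reads reversed *cyp11c1* in testes (0.722), sex for *dnmt1* (−0.0294) and the interaction for *hsd17b1* (0.156).

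With reads pooled per fish, the reversed values were *hsd11b2* in ovaries (−0.241), *dnmt1* (9.14e-04), *cyp11c1* (1.17) and *hsd11b2* (−0.400) in testes, sex for *dnmt1* (−0.00789) and the interaction for *cyp19a1a* (1.05) and *hsd17b1* (1.21). Sites passing in every fish reversed the same 7 results (−0.108; 9.64e-04, 1.12 and −0.420; −0.00790; 1.05 and 1.21), and so did the Table S5 sites, with the permutation test or with two-way ANOVA (−0.289; 9.64e-04, 1.17 and −0.416; −0.00790; 1.05 and 1.21), and the Table S5 sites with pooled reads (−0.272; 9.71e-04, 1.17 and −0.411; −0.00792; 1.05 and 1.23). The 20% trimmed mean reversed *dnmt1* (0.0131) and *cyp11c1* (1.68) in testes, sex for *dnmt1* (−0.00155) and the interaction for *cyp19a1a* (0.550). The quasi-binomial model reversed *dnmt1* (0.00532), *cyp11c1* (1.56) and *hsd11b2* (−0.162) in testes, sex for *dnmt1* (−0.0296) and the interaction for *cyp19a1a* (5.26) and *hsd17b1* (3.34). The median over the Table S5 sites reversed *dnmt1* (0.0227) and *hsd11b2* (−0.215) in ovaries, *dnmt1* (0.0534), *cyp11c1* (1.19) and *hsd11b2* (−0.697) in testes and the interaction for *cyp19a1a* (1.92) and *hsd17b1* (1.90), while sex for *dnmt1* passed the threshold (0.187).

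With the CpG site as the unit, a sign-flip permutation test over sites that leaves out the spread between fish, more results passed the threshold: in ovaries *dnmt1* (−0.226, adjusted *p* = 0.025), *dmrt1* (−3.58), *cyp19a1a* (−2.91) and *cyp11c1* (−2.32), in testes *dmrt1* (0.531) and *cyp19a1a* (−2.01), and in the interaction *dmrt1* (4.11) and *cyp11c1* (3.29). The *cyp19a1a* values in testes here include the testis G24 at 66 fish/L, with 37 reads and 69.5%, and may rest on this library. Reversed were *cyp11c1* (0.969, adjusted *p* = 3e-05) and *hsd11b2* (−0.292, adjusted *p* = 0.0333) in testes and the interaction for *cyp19a1a* (0.893) and *hsd17b1* (0.0520). Over the Table S5 sites, the results past the threshold were *dnmt1* (−0.236), *dmrt1* (−3.58), *cyp19a1a* (−3.48), *cyp11c1* (−2.84) and *hsd17b1* (−1.58) in ovaries, *dmrt1* (0.531) and *cyp19a1a* (−2.43) in testes and the interaction for *dmrt1* (4.11) and *cyp11c1* (4.00), and those reversed were *hsd11b2* in ovaries (−0.289), *dnmt1* (9.64e-04), *cyp11c1* (1.17, adjusted *p* = 3e-05) and *hsd11b2* (−0.416, adjusted *p* = 0.0117) in testes, sex for *dnmt1* (−0.00790) and the interaction for *cyp19a1a* (1.05) and *hsd17b1* (1.21).

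Ovaries of both densities share 4 code numbers, and so do testes, though the fish were taken as different. The deviations of same-numbered fish from their group means were not related (r = −0.0714 over 8 pairs and 48 values). With the code number as a replicate block, an exact sign-flip test of 4 pairs can give no *p* below 0.125. The *dnmt1* difference in ovaries was −0.348 (exact *p* = 0.25), and the reversed values were *cyp11c1* (5.56) and *hsd17b1* (0.864) in ovaries and *hsd11b2* in testes (−3.22).

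For single CpG sites, 0 sites passed an adjusted *p* of 0.05 between the densities (5 at an unadjusted *p* under 0.05 in ovaries and 5 in testes). Fisher's exact test on pooled reads gave 87 sites in ovaries and 62 in testes, and the other 7 alternatives gave 0 in both sexes, with between 2 and 14 at an unadjusted *p* under 0.05. Between the sexes, the number was 81 and ranged from 78 to 99. Of 146 values for the 19 sites named by rule, 136 kept their side of the threshold and 10 passed it. Of 100 splits of the fish that part the 4 same-numbered pairs, the real split included, 100 of 100 gave at least as many sites as the real one for density in ovaries, and 100 of 100 in testes, which any split must do against a count of 0 and which therefore shows nothing. At an unadjusted *p* under 0.05, 41 and 39 of them gave at least as many. For sex, 1 of 100 splits, the real one, gave as many, and the most in another split was 53.

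Coverage limits the *dmrt1* levels in ovaries at 9 fish/L, with a median of 69 reads per fish and a lowest value of 9, and the *cyp19a1a* level of a testis at 66 fish/L with 37 reads. The median *dmrt1* coverage was higher at 66 than at 9 fish/L in both sexes, so a technical difference between the densities cannot be excluded for this gene. For *dnmt1*, the smallest share that 3 reads can show at a site was at most 0.120% and 0.100% in ovaries at 9 and 66 fish/L, and the level of a fish is a mean over many sites.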

Differences from the paper's values

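No test in this part was chosen after a result was seen, apart from the settings said to be so below, and the bars of Fig. 3 were read by eye after the values from the data were known.

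For *dnmt1* in ovaries, the paper's text gives 60% at 9 fish/L and 40% at 66 fish/L, while the level over all listed cytosines was 0.548% and 0.315%. None of the alternatives set before the data were examined closed this gap. The axis of Fig. 3A has bars of about 0.60% and about 0.37% for these groups (read by eye), and the text gives levels below 1% for this gene in its next statement.

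For *hsd11b2*, the bars of Fig. 3F stand at about 28% and about 29% for ovaries at 9 and 66 fish/L and at about 90% and about 91% for testes (read by eye). Over all listed cytosines, the levels were 18.5% and 19.2% in ovaries and 57.3% and 57.3% in testes. Of the alternatives set before the data were examined, only reads pooled per fish brought all 4 groups close to the bars (27.5%, 27.3%, 86.9% and 86.5%). With only the sites passing in every fish (23.3%, 23.2%, 75.9% and 75.4%), with a coverage of at least 30 reads (20.7%, 21.4%, 65.2% and 65.4%) and with the cytosines of opposite strands merged (19.7%, 20.7%, 60.5% and 60.9%), the ratio to the bars fell below the limit used here for calling levels different, but a gap was left, and it was large in testes. A coverage of at least 10 reads had this effect in ovaries alone (19.2% and 20.0%). The ratio stayed over the limit without a coverage minimum, with sites before the transcription start site, with fish of few aligned reads or few sites left out and with the non-conversion rate subtracted. The Table S5 sites came close to the bars, with 28.8%, 28.5%, 91.0% and 90.6%, as did their median and their pooled reads, but these sets were chosen after seeing the values.

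The paper states that density affected *dnmt1* in ovaries. The difference was −0.233 percentage points with an adjusted *p* of 0.087 over the 6 genes. It was under 0.05 without adjustment (exact permutation test, *p* = 0.0145; Tukey's test, *p* = 0.0174), and with adjustment when no coverage minimum was set (adjusted *p* = 0.0299) and when the CpG site was the unit (adjusted *p* = 0.025). Over the Table S5 sites, chosen after seeing the values, Tukey's test gave *p* = 0.0227, and with the CpG site as the unit the adjusted *p* was 0.0314.

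The paper states that all the genes tested differed between the sexes. For the *dnmt1* mean, testes and ovaries differed by 0.00997 percentage points (permutation test, *p* = 0.855). At single sites, however, 6 of 29 *dnmt1* cytosines had an adjusted *p* under 0.05 (permutation test per site), all of them higher in testes. The median over the Table S5 sites, chosen after seeing the values, gave 0.187 percentage points with *p* = 1e-05, the smallest value the permutation test can give.

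For the 5 genes other than *dnmt1*, the order of the densities in Fig. 3 is the opposite of the order in the values over the Table S5 sites, in ovaries and in testes. The differences between 66 and 9 fish/L over these sites were −3.58 (*dmrt1*), −3.48 (*cyp19a1a*), −2.84 (*cyp11c1*), −1.58 (*hsd17b1*) and −0.289 (*hsd11b2*) percentage points in ovaries and 0.531, −2.43, 1.17, −0.371 and −0.416 in testes, and none was larger than the spread between fish (exact permutation test, smallest *p* = 0.168). The *cyp19a1a* difference in testes includes the testis G24 at 66 fish/L, with 37 reads and 69.5%, and may rest on it.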

Other observations

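The tests in this part were chosen only after the result was seen, except that of sequencing depth for the ovaries that differ together.

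The lower *dnmt1* mean of ovaries at 66 fish/L came from values of 1% or more at single sites. Over the Table S5 sites, these values made up 0.427 percentage points of the mean at 9 fish/L and 0.136 at 66 fish/L. The mean over the sites under 1% was higher at 66 fish/L by 0.0416 percentage points (exact permutation test, *p* = 0.152). The median over the 26 Table S5 sites, which values of 1% or more move little, differed by 0.0227 percentage points in the other direction (exact permutation test, *p* = 0.399). The non-conversion rate of Table S3 goes against incomplete conversion, as it was higher by 0.03 percentage points in ovaries at 66 fish/L (exact permutation test, *p* = 0.652). For sequencing depth, no difference in the *dnmt1* coverage of ovaries was detected between the densities (medians 8378.5 and 7593.75 reads at 9 and 66 fish/L, difference of its log10 0.0276, exact permutation test, *p* = 0.85). This goes against depth as the cause but does not exclude it, since the levels were not corrected for coverage. Spearman's rho with the coverage of *dnmt1* was 0.212 over the 20 ovaries (permutation *p* = 0.371; Pearson's r 0.195, *p* = 0.409; r 0.138 without the 2 ovaries farthest from the median), with rho 0.297 (*p* = 0.409) at 9 fish/L and 0.115 (*p* = 0.758) at 66 fish/L. Without the 2 farthest ovaries of each density, however, r was 0.725 at 9 fish/L and −0.587 at 66 fish/L, so the relation within a density was not stable. The number of sites of 1% or more per ovary was lower at 66 fish/L (−1.9 sites, exact permutation test, *p* = 0.0447). This was 1 of 6 measures compared in this way, without adjustment, and in testes the same count differed by −1 site (*p* = 0.253).

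In *dnmt1*, 73 values of 1% or more were spread over 27 fish and 24 of 26 sites, and the most fish at a site was 7, at position 54352561 (chosen after its values were seen). None of these values was within the counting error of its reads, since the 95% Wilson interval reached down to the median of the fish in 0 of 73 cases. A candidate explanation is that few template molecules were amplified, so that methylated copies at random sites make up several percent of the reads. Under this explanation the high values fall at random over the sites, and placing those of each fish at random gave a spread over sites as uneven as the observed with *p* = 0.321 (permutation test). This leaves the explanation open. Somatic variation between cells would look alike, and no biological explanation was tested.

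The median *dnmt1* level over the Table S5 sites was higher in testes by 0.187 percentage points (*p* = 1e-05, the smallest value the permutation test can give), whereas the means did not differ. If incomplete conversion were the cause, other cytosines that read near 0% would show the same. Over the pooled reads of 3 such cytosines outside the Table S5 sites, 3707.5 reads in the median fish, the sex difference was 0.0219 percentage points (permutation test, *p* = 0.614), and the non-conversion rate of Table S3 differed by −0.01 percentage points (*p* = 0.847). The 3 cytosines, all chosen after their values were seen, were not alike. Position 34854935 of *hsd11b2* was higher in testes by 0.114 percentage points (*p* = 0.0333, adjusted *p* = 0.0481), 54645783 of *cyp11c1* differed by 0.00602 (*p* = 0.939) and 34854936 of *hsd11b2* by −0.303 (*p* = 0.315). With the level of these cytosines subtracted in each fish, the sex difference of the median was 0.166 percentage points for the pooled reads (*p* = 7.5e-04), 0.181 for 54645783 (*p* = 0.0237), 0.490 for 34854936 (*p* = 0.00304) and 0.0736 for 34854935 (*p* = 0.179). Most of these values go against incomplete conversion, but by the last of them the higher median of testes cannot be told apart from it. No biological explanation was tested.

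The group means over all listed cytosines lay below those over the Table S5 sites in all 4 groups for the 5 genes other than *dmrt1*, whose means were the same in 3 groups, and in 4 single fish the *dnmt1* mean was higher over all listed cytosines. The additional cytosines had a median methylation of 0%. In the 20 testes, the more additional *hsd11b2* cytosines a fish had, the lower was its mean over all listed cytosines (Spearman's rho −0.827, permutation *p* = 2e-05; Pearson's r −0.911, *p* = 1e-05, the smallest value the test can give; r −0.845 without the 2 farthest testes). Within testes at 9 and 66 fish/L, rho was −0.749 (*p* = 0.0219) and −0.900 (*p* = 8.7e-04). This relation follows from how an unweighted mean is built once the additional cytosines read low, so it is no separate evidence. No biological explanation was tested.

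The bars of Fig. 3, read by eye, were set against the levels over the Table S5 sites. For the 5 genes other than *dnmt1*, the summed distance of the values to the bars was 6.05 times as large with the densities as labelled as with the densities exchanged, with each of the 5 genes nearer after the exchange. For *dnmt1* the same ratio was 0.0169, so that the labels fit as they are. An exchange of the densities between figure and data for these 5 genes is a candidate explanation, and it could not be told from here which of them holds the intended order. Since the density differences of these genes were within the spread between fish, the order bears little on the comparisons.

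At *hsd17b1*, the sites 17897380 and 17897597 (both chosen after their values were seen) complemented each other in testes. At 17897597, the level was under 5% in 4 testes, between 40% and 60% in 4 and between 60% and 80% in 2 at 9 fish/L, and under 5% in 6 and between 60% and 80% in 4 at 66 fish/L. In each testis the sum of both sites was close to the mean of the other 4 sites, with a largest deviation of 4.01% of that mean. Low coverage is not the cause, since the lowest coverage of these sites in a testis was 1553 reads. Sequence variants carried by the fish, each removing a CpG site, are a candidate explanation, and would be in repulsion on the chromosomes of these fish. Levels between 60% and 80% do not follow from 2 alleles amplified evenly, so this explanation also needs uneven amplification of the alleles, which was not tested. In ovaries the sums were from 105% to 142%. The genotypes of the fish were not analysed here.

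Testes with the same code number at both densities had nearly the same level at 17897597. Over 4 pairs, the mean difference was 0.324 percentage points, while random pairings had a median of 36.6 (permutation test, *p* = 3.4e-04), and the 4 pairs of ovaries differed by 20.7 on average. This test was run at the site where the match had been noticed, so it cannot rule out a chance match of the numbers, and over the 6 genes the deviations of same-numbered testes were hardly related (r = 0.0244 over 24 values). A single library present under both densities is not the explanation, since the lowest chi-square per site between same-numbered testes was 10.4, where sampling noise gives about 1, and the lowest over all 780 pairs of fish was 5.07. These values do not rule out separate libraries made from the same animal. A link between number and family or tank could not be tested.

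Ovaries differed together. Over the 10 pairs of the 5 genes other than *dnmt1*, the deviations of the 20 ovaries from their group means had a mean Pearson's r of 0.414 (permutation test, *p* = 2e-05), and r was positive in 10 of 10 pairs. Within a density it was 0.367 at 9 fish/L, where 8 of 10 pairs were positive and the lowest r was −0.174, and 0.507 at 66 fish/L. In testes the mean r was 0.0809 (*p* = 0.138), with 0.295 at 9 fish/L and 0.0457 at 66 fish/L, so the contrast with ovaries was small at 9 fish/L. A shared property of each ovary, such as its composition of cells, could produce this, but these values describe the pattern and do not test that explanation. Sequencing depth showed no relation: the mean deviation of an ovary was set against its aligned reads (Spearman's rho 0.00752, permutation *p* = 0.978; Pearson's r 0.118, *p* = 0.625; r −0.0840 without the 2 farthest ovaries). The composition of the ovaries was not measured.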
